# Chronic mineral oil administration increases hepatic inflammation in wild type mice compared to lipocalin 2 null mice

**DOI:** 10.1038/s41374-021-00672-9

**Published:** 2021-09-13

**Authors:** Erawan Borkham-Kamphorst, Ute Haas, Manuela Pinoé-Schmidt, Ali T. Abdallah, Ralf Weiskirchen

**Keywords:** Molecular biology, Diseases

## Abstract

Lipocalin 2 (LCN2), an acute-phase protein produced during acute liver injury, plays an important role in the innate immune response against bacterial infection via iron scavenging. LCN2 further influences neutrophil development and physiology leading to increased inflammatory responses. We investigated the roles of LCN2 in chronic inflammation and fibrosis, using repeated carbon tetrachloride (CCl_4_) in mineral-oil injection. Surprisingly, mice treated with the mineral oil vehicle alone showed liver inflammation, evidenced by neutrophil and monocyte-macrophage infiltration. Fluorescence-activated cell sorting (FACS) of isolated liver leukocytes showed significantly high CD45^+^ leukocyte concentrations in CCl_4_ mice, but no difference of Ly6G^+^ neutrophils between mineral oil and CCl_4_ application. Liver CD11b^+^ F4/80^+^ cells counted higher in CCl_4_ mice, but the proportions of Gr1^high^, an indicator of inflammation, were significantly higher in mineral oil groups. Liver myeloperoxidase (MPO), expressed in neutrophils and monocytes, showed higher levels in wild type mice compared to *Lcn2*^−/−^ in both mineral-oil and CCl_4_ treated groups. Hepatic and serum LCN2 levels were remarkably higher in the mineral oil-injected wild type group compared to the CCl_4_. Wild type animals receiving mineral oil showed significantly higher inflammatory cytokine- and chemokine mRNA levels compared to *Lcn2*^−/−^ mice, with no differences in the CCl_4_ treated groups. RNA sequencing (RNA-Seq) confirmed significant downregulation of gene sets involved in myeloid cell activation and immune responses in *Lcn2* null mice receiving chronic mineral oil versus wild−type. We observed significant upregulation of gene sets and proteins involved in cell cycle DNA replication, with downregulation of collagen-containing extracellular matrix genes in *Lcn2*^–/–^ mice receiving CCl_4,_ compared to the wild type. Consequently, the wild type mice developed slightly more liver fibrosis compared to *Lcn2*^−/−^ mice, evidenced by higher levels of collagen type I in the CCl_4_ groups and no liver fibrosis in mineral oil-treated mice. Our findings indicate that serum and hepatic LCN2 levels correlate with hepatic inflammation rather than fibrosis.

## Abstract (web summary)

Chronic mineral-oil intraperitoneal administration induces hepatic inflammation through innate immune responses via myeloid cell activation. *Lcn2* null mice develop less inflammation due to defective genes involved in myeloid cell activation, and downregulated gene sets for collagen-containing extracellular matrix, leading to mitigation of the liver fibrosis. *Lcn2* null mice show enriched expression of genes responsible for DNA damage and cell cycle DNA replication compared to wild-type upon chronic CCl_4_ liver injury.

## Introduction

Lipocalin 2 (LCN2) or neutrophil gelatinase-associated lipocalin (NGAL) in human is a 24 kDa secretory glycoprotein, isolated from specific granules of neutrophils^1^. LCN2 plays an important role in innate immune responses against bacterial infections by sequestering iron-containing siderophores^2,3^. Consequently, *Lcn2* knockout (*Lcn2*^*−/−*^) mice are susceptible to infections, especially to siderophore-producing bacteria^4^. In *Lcn2*^−/−^ mice neutrophil maturation and functionality are affected, which is reflected by increased band cells in circulation and higher amounts of neutrophil count and reduced migratory activity, adhesion, tissue extravasation, phagocytosis, and chemotaxis^5^. *Lcn2*^−/−^ mice, therefore, are sensitive to pathogens, in part due to impaired functioning in neutrophils^5–7^. LCN2 induces the production of cytokines and chemokines to promote the migration and phagocytosis of macrophages, resulting in stronger inflammatory responses in wild type compared to *Lcn2*^−/−^ mice^6,7^. However, in non-pathogen-driven inflammatory conditions such as non-alcoholic steatohepatitis (NASH) and alcoholic steatohepatitis (ASH), LCN2 plays detrimental roles in the liver through neutrophil infiltration^8–10^. On the contrary, LCN2 showed protective effects in bacterial infections and animal models of liver injury^11–15^. Furthermore, human serum LCN2 is a biomarker of acute-on-chronic liver failure and prognosis in cirrhosis^16^ and reported to correlate to non-alcoholic fatty liver disease (NAFLD)^17^, ASH disease severity, and the model for end-stage liver disease (MELD) score^18^. We and others did not find systemic LCN2 levels to directly correlate to impaired liver function and disease severity^15,19^. We here used the 8 week-repeated carbon tetrachloride (CCl_4_) intraperitoneal injections of female C57BL/6 wild type and *Lcn2*^*−/−*^ mice to evaluate the role of LCN2 in hepatic inflammation and fibrosis. Unexpectedly, mice that received the mineral oil vehicle showed liver inflammation as evidenced by neutrophil and monocyte-macrophage infiltration. Fluorescence-activated cell sorting (FACS) of isolated liver leukocytes revealed significantly higher quantities of liver CD45^+^ leukocytes in CCl_4_ mice, with no marked differences of Ly6G^+^ neutrophils in the mineral oil- and CCl_4_-treated groups. Levels of liver CD11b^+^ F4/80 cells were higher in CCl_4_ mice, but the proportions of the inflammation indicator Gr1^high^, were significantly higher in the mineral oil groups. Hepatic expression of myeloperoxidase (MPO), the pro-inflammatory enzyme expressed in neutrophils and monocytes, was found to be higher in wild type mice as compared to *Lcn2*^−/−^ mice after both mineral oil and CCl_4_ administration. The levels of hepatic and serum LCN2 were significantly higher in the mineral oil-injected wild type group relative to CCl_4_. Wild type animals receiving mineral oil showed significantly higher levels of inflammatory cytokine- and chemokine mRNA compared to *Lcn2*^−/−^ mice, while the expression in the CCl_4_ groups was similar. RNA sequencing (RNA-Seq) showed significant downregulation of gene sets involved in myeloid cell activation and immune responses in *Lcn2* null mice treated with mineral oil versus wild type. Surprisingly, we noted significant upregulation of gene sets and proteins involved in DNA replication and cell cycle and downregulation of collagen-containing extracellular matrix genes in *Lcn2*^−/−^ mice receiving CCl_4_, compared to the wild type. Consequently, CCl_4_ administered wild type mice developed slightly more liver fibrosis than *Lcn2*^−/−^ mice, evidenced by higher levels of collagen type I in the CCl_4_ groups. No significant liver fibrosis was observed in mice treated with mineral oil.

## Materials and methods

### Animal experiments and specimen collections

Eight-week-old female C57BL/6 wild type and *Lcn2*^−/−^ mice^4^ were subjected to intraperitoneal (i.p.) injection of 0.8 ml/kg body weight CCl_4_ diluted in mineral oil twice weekly for 8 weeks. The mineral oil vehicle was applied to control animals. Mice were sacrificed 48 hours upon the last injection, heart blood samples were collected followed by liver perfusion. Liver specimens were snap-frozen in liquid nitrogen and stored at −80 °C for protein and RNA isolation. Tissue frozen sections and paraffin-embedded sections were prepared for histology. All animal protocols complied with the guidelines for animal care approved by the German Animal Care Committee (Landesamt für Naturschutz, Umwelt und Verbraucherschutz Nordrhein–Westfalen (LANUV) located in Recklinghausen, Germany; https://www.lanuv.nrw.de).

### Intrahepatic leukocyte isolations

Most of the liver tissue was used for intrahepatic leukocyte isolation and flow cytometric analysis as described^20^. In brief, livers were perfused with phosphate-buffered saline (PBS), minced with scissors, and subsequently digested for 30 min at 37 °C with collagenase type-IV (Worthington Biochemical, NJ, USA). To gain single-cell suspensions, the digested products were pressed through 70-μm cell strainers. A small aliquot was taken to stain with CD45 for assessment of the relative number of intrahepatic leukocytes (CD45^+^) to all liver cells. The remaining liver single-cell suspension was subjected to density gradient centrifugation in Lymphocyte Separation Medium (LSM-1077, PAA Laboratories, Cölbe, Germany) at 2000 rpm for 20 min at 25 °C. Upon centrifugation, the leukocytes were collected from the interphase. Cells were washed twice with Hank’s balanced salt solution containing 2% bovine serum albumin and 0.1 mM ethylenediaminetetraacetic acid (EDTA) and subjected to FACS.

### Flow cytometry

Six-color staining was performed using combinations of the following monoclonal antibodies: F4/80 (Serotec, Puchheim, Germany), CD115, CD4, CD11b (all from eBioscience, Frankfurt/Main, Germany), CD45, Gr1/Ly6C, Ly6G, NK, CD8, CD3, mouse immunoglobulin (Ig) G1, rat IgG2a, or hamster IgG isotype controls (all BD Bioscience, Heidelberg, Germany). Flow cytometric analysis was performed on a FACS-Canto (BD) and analyzed with FlowJo (Tree Star Inc., Ashland, OR, USA).

### RNA isolation, cDNA synthesis, and RT-qPCR

Liver tissue was homogenized in QIAzol lysis reagent (Qiagen, Hilden, Germany) in a Mixer Mill MM400 homogenizer (Retsch, Haan, Germany). Total RNA was isolated as described previously through phenol-chloroform extraction, isopropanol precipitation, and DNAse digestion followed by subsequent RNA clean up with PureLink RNA Mini kits (Invitrogen, Thermo Fisher Scientific, Darmstadt, Germany) according to manufacturer’s guidelines^21^. Primers for amplification were selected from the sequences deposited in the GenBank database using the online ProbeFinder Software (Universal Probe Library Assay Design Center, Roche, Mannheim, Germany). First-strand cDNA was synthesized from 1 µg RNA in 20 µl volume using SuperScript^TM^ II reverse transcriptase and random hexamer primers (Invitrogen). For quantitative real-time PCR (RT-qPCR), cDNA derived from 50 ng RNA (5 μl of 1:5 dilution of cDNA) was amplified in 25 µl volume using SYBR^®^ GreenER™ qPCR SuperMix for ABI PRISM^®^ (Invitrogen). The PCR conditions were set to 50 °C for 2 min, 95 °C for 10 min initial denaturation, followed by 40 cycles of 95 °C for 15 sec, and 60 °C for 1 min. Relative mRNA expression was normalized to the housekeeping gene glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) and calculated using 2^−ΔΔCT^ method^22^. All primers used in this study are given in Supplementary Table 1.

### RNA-Seq library preparation and sequencing

Quality checks of RNA samples were performed with the TapeStation 4200 using the Agilent RNA ScreenTape assay kit (Agilent, Waldbronn, Germany). Quantification was performed using the Quantus RNA System (Promega, Madison, WI, USA). According to the manufacturer’s instructions, cDNA libraries were produced employing the rapid MACE kit for 3′ end RNA Sequencing (GenXPro GmbH, Frankfurt am Main, Germany), using 100 ng input RNA. 20% (260 µl) of denatured and diluted PhiX was added to the final loading mixture to increase the mixture’s diversity and enhance the kit’s performance. The quality and quantity of the cDNA libraries were assessed using the 4200 TapeStation (D1000 screen tape assay) and the Quantus dsDNA system. All samples were sequenced on a NextSeq 500 sequencing system with the following run parameters: 76 cycles for read 1, 6 cycles for index 1. The cDNA libraries were generated using a TruSeq Stranded Total RNA Sample Preparation Kit (Illumina, San Diego, CA, USA).

### RNA-Seq primary analysis

Generation of the fastq files and removal of adapters were completed using the Illumina demultiplexing and conversion software bcl2fastq (https://support.illumina.com/sequencing/sequencing_software/bcl2fastq-conversion-software.html). Subsequently, RNA-Seq primary analysis was performed with the RNA-Seq pipeline of nf.core v3.0^23^ using standard parameters. For instance, quality control of the sequenced transcripts was done with online routine fastqc v0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), library complexity was measured with preseq v2.0.3^24^. Adapter and quality trimming was performed using TrimGalore v.0.6.6 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Subsequently, the reads were aligned to the mm10 reference genome sequence using STAR v2.6.1d^25^ with default parameters. In the quantification step, reads were counted with the quasi-mapping quantification tool Salmon^26^.

### Differential expression analysis

Differential expression analysis (DEA) was then performed in R using the DESeq function of the DESeq2 v1.30.0 package^27^, with local fit type (fitType = “local”), without LFC modulation (betaPrior = False) and using the Wald test as significance test. Genes with log fold change >0.56 (FC ≥ 1.5) and corrected *p* value ≤0.05 were considered as differentially expressed.

### GO enrichment analysis

GO enrichment analyses (GOA) for each of the comparisons were performed with the gprofiler2 package v0.2.0^28^, using the package’s gost function, making an ordered query (genes sorted by significance) with an adjusted *p*-value threshold of 0.05 and the multiple test correction method gSCS.

### Availability of data and code

For reproducibility, the script of the advanced analysis (DEA and GOA and various QC’s and all plots used in this manuscript) is accessible via GitHub (https://github.com/ATA82/HepaticInflammation_LipocalinNullMice). The data are accessible via GEO accession number GSE176093.

### Liver protein lysate preparation, SDS-PAGE, and Western blot analysis

Liver tissues were homogenized in a Mixer Mill MM400 homogenizer followed by ultrasound sonication in RIPA buffer containing 20 mM Tris-HCl (pH 7.2), 150 mM NaCl, 2% (w/v) NP-40, 0.1% (w/v) SDS, 0.5% (w/v) sodium deoxycholate, and the Complete™-mixture of proteinase inhibitors (Roche). Proteins were quantified using DC™ Protein assay kit I (Bio-Rad, Feldkirchen, Germany) according to the manufacturer’s instructions. Equal amounts of protein extracts (50–100 μg) were diluted with Nu-PAGE™ LDS electrophoresis sample buffer with 50 mM dithiothreitol (DTT) as a reducing agent. The samples were heated at 95 °C for 10 min and separated in 4–12% Bis-Tris gradient gels, using MES running buffers (all from Invitrogen). Proteins were electroblotted onto nitrocellulose membranes (Schleicher & Schuell BioScience GmbH, Dassel, Germany) and confirmed by Ponceau S staining. Non-specific binding sites were blocked with 5% (w/v) non-fat milk powder in Tris-buffered saline and 0.1% Tween 20 (TBST). All antibodies (Supplementary Table 2) were diluted in 2.5% (w/v) non-fat milk powder in TBST. Primary antibodies were detected using horseradish peroxidase (HRP)-conjugated anti-mouse-, anti-rabbit-, or anti-goat IgG (Invitrogen) and the SuperSignal chemiluminescent substrate (Pierce, Bonn, Germany).

### Immunohistochemical and immunofluorescence staining

Liver tissue sections were deparaffinized and rehydrated with xylene and decreasing graded ethanol, whereas antigen retrieval was performed by heating the sections in a 10 mM sodium citrate buffer (pH 6.0) in a steamer for 30 min. Tissue slides were blocked with avidin-biotin (DAKO, Hamburg, Germany), followed by incubation in a solution containing 2–5% animal serum of which the second antibody was made in 1% BSA and 0.05% Tween 20 in PBS (PBST). Primary antibodies were diluted in 1% BSA, 0.1% cold fish skin gelatin, 0.3% Triton X-100 in PBST to concentrations of 2–5 μg/ml and incubated at 4 °C overnight, while omitting the primary antibody was used for negative control. Nonspecific peroxidase blocking was performed with 3% H_2_O_2_ for 10 min. Sections were then incubated with biotinylated secondary antibodies (DAKO) for 1 h, followed by avidin-biotin conjugated peroxidase for 30 min. (VECTASTAIN® Elite ABC-HRP peroxidase kit (PK-6100), Vector Laboratories, Burlingame, CA, USA). The sections were developed using 3,3′-diaminobenzidine substrates (SIGMAFAST™, Sigma-Aldrich, Taufkirchen, Germany), counterstained with hematoxylin (DAKO), and mounted with DPX Mountant for histology (Sigma-Aldrich).

For Immunofluorescence staining, liver tissue sections were prepared as mentioned above. The sections were blocked with 5% serum originating from the animal that the 2nd antibody was made of in 1% BSA in PBST for 1 h at room temperature, followed by incubation of primary antibodies at 4 °C overnight. Subsequently, the Alexa Fluor® conjugated secondary antibodies (Invitrogen) were applied for 1 h at room temperature and the nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The tissue sections were mounted with coverslips using Permafluor mountant TA-030-FM (Thermo Fisher Scientific) and analyzed by fluorescence microscopy, using the Nikon Eclipse 80i microscope (Nikon, Tokyo, Japan), equipped with the NIS-Elements Vis software (version 3.22.01, Nikon, Amsterdam, The Netherlands).

### Statistics

For statistical analysis we used GraphPad Prism 6 (GraphPad Software, Inc., San Diego, CA). Statistical significance of differences between mean values was determined using one-way analysis of variance (ANOVA) followed by Tukey Honestly Significant Difference (Tukey HSD) for multiple comparison tests. Probability values given are *p  <  0.05, **p  <  0.01, and ***p  < 0.001, respectively.

## Results

### Long-term application of mineral oil and CCl_4_ induced hepatic LCN2 expression

Upon eight week- mineral oil or CCl_4_ administration, induction of hepatic *Lcn2* mRNA and protein levels was significant in wild type livers (Fig. 1A, B). Immunohistochemical staining showed LCN2 positive non-parenchymal cells (NPC) scattered homogeneously within the tissue after mineral oil administration, while CCl_4_ livers showed positive LCN2 in both non-parenchymal infiltrating cells and hepatocytes around central veins (Fig. 1C). LCN2 positive NPC were double the amounts found in CCl_4_ compared to mineral oil injection (Fig. 1C). By contrast, serum LCN2 as assessed by Western blot analysis showed relatively higher oil injection in correlation to liver mRNA and protein levels (Fig. 1D). These findings indicate that besides NPC, the hepatic parenchymal cells such as hepatocytes produced and secreted LCN2 into circulation as shown in immunofluorescent staining of LCN2 positive hepatocytes in the oil and CCl_4_ groups (Fig. 1E).

**Fig. 1:**
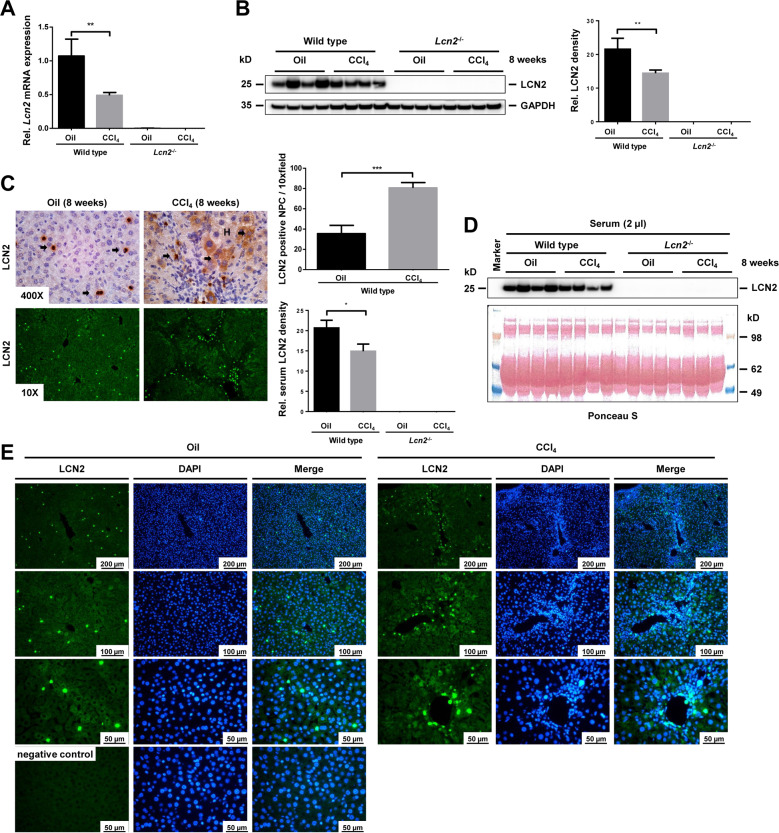
Long-term mineral oil and CCl_4_ induced liver LCN2 expression and increased serum LCN2. **A** Quantitative RT-PCR of *Lcn2* shows significantly higher levels of hepatic *Lcn2* in 8-week wild type oil administration compared to its CCl_4_ counterpart and no *Lcn2* expression in *Lcn2*^−/−^ mice. **B** Western blot confirmed significantly higher amounts of LCN2 protein in wild type mice receiving oil than CCl_4_. **C** Liver IHC of LCN2 reflects LCN2 positive NPC scattered homogeneously in mineral oil injection, while CCl_4_ livers showed positive in both NPC infiltrating cells and hepatocytes around central veins. The LCN2 positive NPC are significantly higher in the CCl_4_ liver. **D** Western blot analysis of serum (2 μl/lane) also showed that LCN2 correlates well with liver mRNA and protein levels with significantly higher levels in oil-injected animals. **E** Liver tissue immunofluorescence staining from wild type animals found LCN2 positive hepatocytes and NPC in the liver of oil- and CCl_4_-treated groups.

### Repeated mineral oil injection-induced hepatic neutrophil infiltration

Repeated mineral oil i.p. injection-induced visible peritoneal granuloma (data not shown), while immunohistochemistry (IHC) and fluorescent staining showed LCN2 expression in liver NPC. We performed double staining of (i) LCN2 with lymphocyte antigen 6 complex locus G6D (Ly6G), expressed in myeloid-derived cells such as monocytes, granulocytes, and neutrophils, (ii) LCN2 with myeloperoxidase (MPO) that is abundant in neutrophils, and (iii) LCN2 with F4/80, a marker of Kupffer cells, monocytes, and macrophages. LCN2 double staining showed to co-localize with Ly6G and MPO in oil-injected livers, but only partially co-localization in CCl_4_ groups, while no co-localization of LCN2 with F4/80 (Fig. 2A–C) was found, indicating that chronic injection of both oil and CCl_4_ induced neutrophil infiltration and activated LCN2 production. Interestingly, significant co-localization of MPO and F4/80 along fibrotic central areas in the liver of animals that received CCl_4_ were noticed (Fig. 2D), possibly indicating that engulfed macrophages contained MPO.

**Fig. 2:**
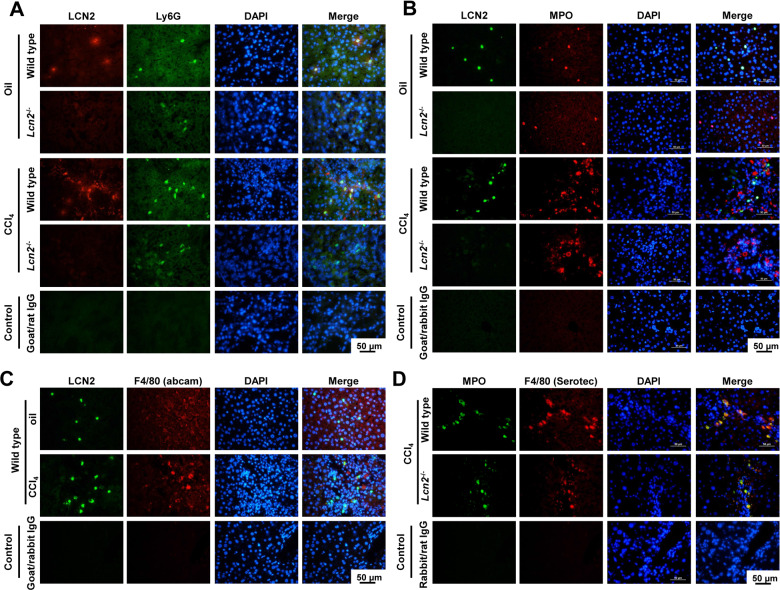
Immunofluorescence double staining of liver sections. **A** Frozen section double staining of LCN2 (*red*) and Ly6G (*green*) shows co-localization of LCN2 and Ly6G. **B** Paraffin section staining of LCN2 (*green*) and MPO (*red*) showed co-localization of LCN2 and MPO in wild type oil administration but co-localized only partially in CCl_4_ around central veins. **C** No co-localization of LCN2 (*green*) and F4/80 (*red*) in both oil and CCl_4_ administration. **D** CCl_4_ treated livers showed co-localization of MPO (*green*) and F4/80 *(red*) along the fibrotic central veins.

### *Lcn2* null decreased neutrophil infiltration after both mineral oil and CCl_4_ administration as compared to the wild type mice

Several publications state LCN2 to promote liver injury and inflammation in alcoholic steatohepatitis and nonalcoholic steatohepatitis (NASH)^8–10^ and LCN2 deficiency to reduce the migration of neutrophils^5^. We stained MPO, the specific marker of neutrophils, and found wild type livers to contain significantly more MPO-positive cells in both oil and CCl_4_ groups (Fig. 3A–C). MPO expression is restricted to myeloid cells and is synthesized and stored in azurophilic (primary) granules of neutrophils during promyelocytes^29^. To verify the MPO antibody using for its suitability in Western blot, we used extracts from the HL-60 cell line, a promyelocytic cell line derived from human leukemia^30^, and acute promyelocytic leukemia NB4^31^ as positive controls (Fig. 3D). Under basic conditions, these cell lines lacked LCN2, while incubation with lipopolysaccharides (LPS) or LPS and Tunicamycin (TM) induced expression of LCN2, because LCN2 is produced in later stages of neutrophil maturation and stored in specific secondary granules. Western blot analysis of liver lysates confirmed higher MPO protein levels in wild types compared to the *Lcn2* null mice. In this analysis liver extracts isolated from LPS-injected mice containing high numbers of activated neutrophils directing LCN2 expression were used as positive controls (Fig. 3D, E).

**Fig. 3:**
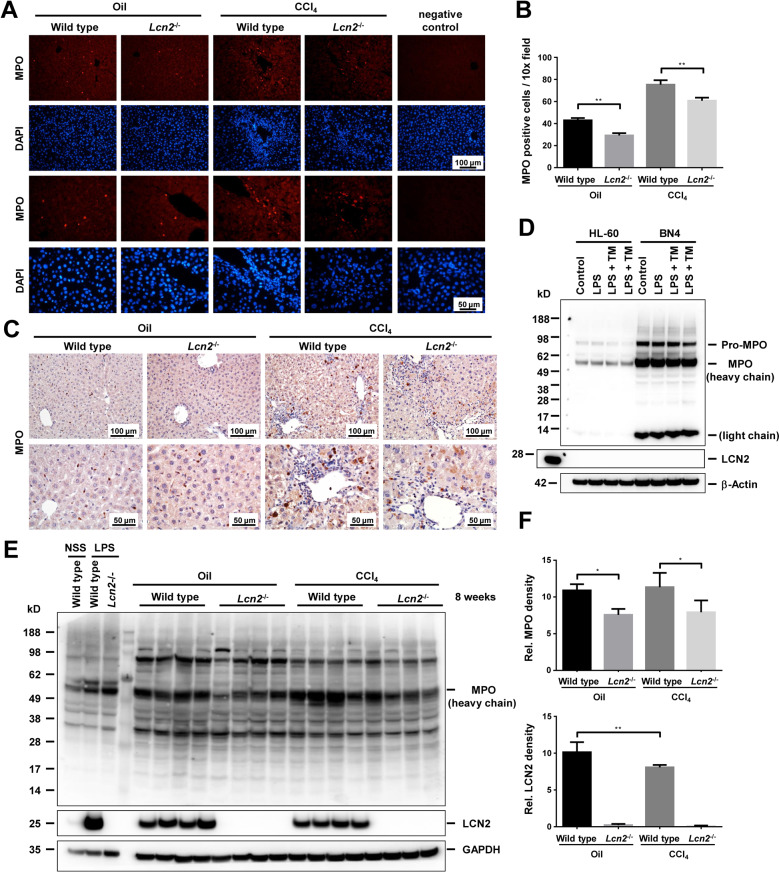
*Lcn2* null mice have decreased MPO^+^ cells and MPO protein after mineral oil and CCl_4_ administration. **A** IF staining shows lower numbers of MPO^+^ cells in *Lcn2*^−/−^ receiving oil and CCl_4_ compared to the wild type. **B** The average cell counts of MPO^+^ cells/10 x fields (10 fields/animal) were confirmed significantly lower in *Lcn2*^−/−^ livers. **C** IHC staining of MPO^+^ cells corresponds with immunofluorescence. **D** Western blot of HL-60 and NB4 cell lines incubated with LPS and tunicamycin (TM) were used as positive controls of the MPO antibody. The promyelocytic cell lines derived from human leukemia do not produce LCN2 upon LPS or LPS and TM application, HepG2 stimulated with IL-1β used as a positive control for LCN2 production and β-actin as a loading control. **E** Western blot of liver lysates showed higher amounts of MPO protein in wild type animals treated with oil and CCl_4_ compared to *Lcn2*^−/−^. Mice injected with LPS for 6 h were used as positive controls. Mineral oil and CCl_4_ induced LCN2 production with GAPDH as loading controls. **F** MPO and LCN2 Western blots were quantified and confirmed significantly lower MPO levels in *Lcn2*^*−/−*^, while the wild type mice receiving oil showed higher amounts of LCN2 compared to the CCl_4_ group.

### *Lcn2* null decreased CD45^+^ and CD11b^+^ F4/80^+^ cells in livers after chronic mineral oil administration but not after chronic CCl_4_ challenge

We next analyzed the panel of other inflammatory infiltrating cells in livers of wild type and *Lcn2* null animals through IHC and FACS and found significantly decreased amounts of CD45^+^ leukocytes, CD11b^+^ F4/80^+^ monocytes, and macrophages in chronic mineral oil administered *Lcn2* null livers compared to wild type, but no difference between the two CCl_4_ groups (Fig. 4A, B). Interestingly, monocytes and macrophages in oil-injected livers showed higher amounts of the Gr1^high^ monocytes, indicating inflammatory responses. By contrast, the CCl_4_ livers showed high proportions of Gr1^low^ monocytes, pointing at chronic wound healing responses, resulting in liver fibrosis.

**Fig. 4:**
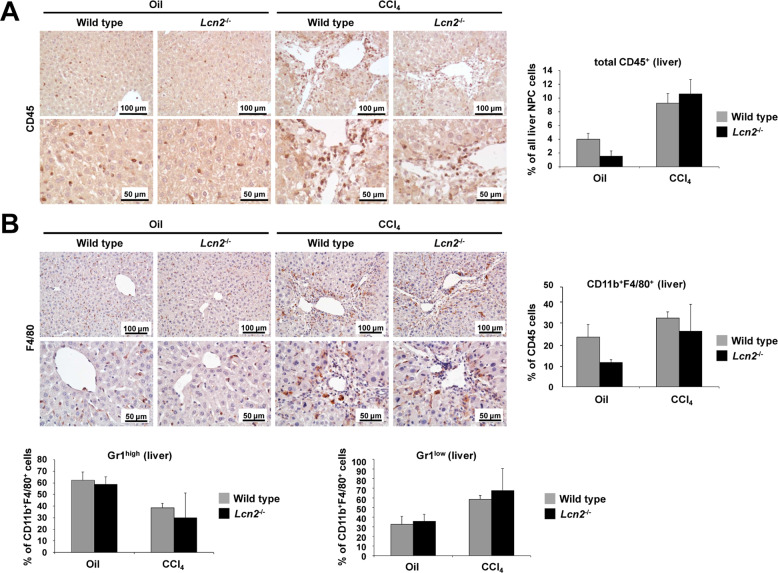
*Lcn2* null decreased CD45^+^ and CD11b^+^ F4/80^+^ cells in livers of chronic mineral oil. **A** IHC staining of CD45^+^ and hepatic leukocyte FACS shows significant increases in mice treated with CCl_4_, but only a marked reduction in *Lcn2*^−/−^ mice receiving oil compared to the wild type and no difference between CCl_4_ treated groups. **B** IHC staining of F4/80 in step with FACS analysis found lesser amounts of CD11b^+^ F4/80^+^ in *Lcn2*^−/−^ mice receiving oil compared to the wild type with no differentiation between CCl_4_ wild type mice and *Lcn2*^−/−^. Mineral oil administration showed high proportions of Gr1^high^ cells, while CCl_4_ treated mice showed high proportions of Gr1^low^ cells.

### *Lcn2* null decreased inflammatory cytokines and chemokines production in repeated mineral oil injection

Since macrophages are the primary producers of cytokines and chemokines, the cytokine and chemokine mRNA levels correlated well with the numbers of monocytes and macrophages. Only oil-injected *Lcn2* null livers showed lesser amounts compared to wild type, while no differences were observed between CCl_4_ wild type and *Lcn*2 null (Supplementary Fig. 1). The M1 macrophage marker *Nos2* was significantly higher in both CCl_4_-treated groups, while the M2 polarization marker *Arg1* was similar in all groups (Supplementary Fig. 1). These findings indicate that *Lcn2* null does affect the inflammatory responses, but not directly in wound healing and fibrogenesis.

### Chronic mineral oil application in wild type mice induced inflammatory leukocyte markers

To confirm that mineral oil application induced liver inflammation, we compared chronic mineral oil**-**injected mice with sham operation and found similar amounts of hepatic *Cd45* mRNA, the marker of total leukocytes, but the mRNA levels such as *Cd11b, F4/80, Ly6G, Mpo* and *Lcn2*, indicators of inflammatory responses, were significantly higher in the wild type receiving mineral oil (Supplementary Fig. 2A). IHC staining confirmed increased numbers of F4/80, MPO, and LCN2 positive cells in mineral oil-injected wild type livers (Supplementary Fig. 2B). In addition, the mRNA of inflammatory cytokines, chemokines, and their receptors such as *Il1a, Il1b, Il1r1, Ccl2, Tnfa*, and *Tnfr1* were significantly upregulated in wild type animals receiving eight-week oil injection. The *Mmp9* gelatinase produced in neutrophils and *Timp1* expression were both increased in wild type oil administered mice, while *Mmp2* were comparable (Supplementary Fig. 2C).

### *Lcn2* null slightly diminished collagen accumulation in chronic CCl_4_-induced fibrosis

Although the hepatic leukocyte population assessed by FACS showed no significant difference of liver inflammatory cells between wild type and *Lcn2*^−/−^ in CCl_4_-treated groups (Fig. 4), *Lcn2* null mice showed lower numbers of MPO positive cells and lower levels of MPO protein (Fig. 3). With regard to liver fibrosis, we found no difference in *Tgfb1*, *Tgfbr1*, *Tgfbr2*, *Mmp2*, *Mmp9*, *Timp1*, *Col1a1,* and *Acta2* (α-Sma) mRNA between wild type and *Lcn2*^−/−^ mice receiving CCl_4_ (Fig. 5A), but wild type mice developed slightly more liver fibrosis than *Lcn2*^−/−^ mice as evidenced by higher levels of collagen type I protein in Western blot (Fig. 5B). Measurement of hydroxyproline, a major component of the collagen protein and collagen type I IHC duly confirmed higher levels of fibrosis in wild type mice compared to the *Lcn2*^−/−^. No significant difference was observed in α-SMA mRNA and protein levels and no liver fibrosis in mineral oil administrations (Fig. 5C–E). RNA-Seq confirmed downregulation of collagen-containing extracellular matrix in CCl_4_ administered *Lcn2* null compared to the wild type mice (Fig. 6, Supplementary Figs. 3–5).

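RNA was taken from the livers of 4 groups of female C57BL/6 mice. Wild type and *Lcn2* null mice received intraperitoneal injections of mineral oil or of 0.8 ml/kg CCl_4_ in mineral oil 2 times per week for 8 weeks, from the age of 8 weeks, and were sacrificed 48 h after the last injection. CCl_4_ is a liver poison that the enzyme *Cyp2e1* of the hepatocytes around the central vein turns into a reactive radical, and mineral oil is its carrier. Each group had 3 libraries, 12 in all, numbered 1 to 3. The labels give the replicates only as numbers and not as separate mice. The p-values of single genes therefore measure the spread between these libraries, which may in part be technical. The libraries were made with the rapid MACE kit, which reads the 3′ end of transcripts, and were read on a NextSeq 500. The paper's methods also name a stranded total RNA kit for the same libraries, and its strand setting is not known here, so overlapping genes and near-identical gene copies can share reads. The authors trimmed the reads with TrimGalore 0.6.6 and aligned them with STAR 2.6.1d to the mouse genome mm10. The methods name Salmon for counting, and the submitters' processing notes also list featureCounts. The deposited value of a gene is its CPM in a library, the reads of the gene scaled to the total of the library. Within a library, each CPM is a whole multiple of a single step, the CPM of 1 read, so whole reads could be recovered from them. The reads in genes were 8318734 to 10993062 reads (median 8335851) per library in wild type mice on oil, 8066536 to 13939671 reads (median 9174539) in *Lcn2* null mice on oil, 8810358 to 14591487 reads (median 9057074) in wild type mice on CCl_4_ and 7582962 to 9933056 reads (median 7999636) in *Lcn2* null mice on CCl_4_. At these depths 3 reads equal 0.206 to 0.396 CPM. The genes measured were 14202 between the genotypes on oil, 14445 between the genotypes on CCl_4_, 15841 between CCl_4_ and oil in wild type mice and 15645 between CCl_4_ and oil in *Lcn2* null mice.
Differential expression was tested with limma on log2(CPM + 1) over the 6 libraries of a comparison. A gene was called higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change over 0.56 in either direction, the threshold of the paper. All fold changes here are on the log2(CPM + 1) scale, which understates the change of genes with a low CPM, and each ± is the SD of 3 libraries. Lists of marker genes and pathway genes were written before the data were examined, and 41 of them had enough measured members for the set test camera, which asks whether a list moves more than the other genes. It was run with a preset correlation between genes of 0.01, and again with a correlation estimated from the libraries. With the preset correlation, its p compares genes and does not measure how a list varies between libraries. The pictures of the paper's figures were known when the lists were written, so a list with members drawn there is not independent evidence of its direction. Count tests on the recovered reads, with edgeR and DESeq2, were chosen after the values had been seen and are given beside the limma calls where they matter.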

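Between the genotypes on CCl_4_, most collagen and matrix transcripts had a lower mean in the *Lcn2* null livers, and the differences did not pass the test over all genes. *Col1a1*, which encodes the α1 chain of type I collagen, the main fibrillar collagen of liver scars, was at 331 ± 134 CPM in *Lcn2* null mice and 447 ± 192 CPM in wild type mice. This is a log2 fold change of -0.45 (standard error 0.31, adjusted p = 0.74 from limma). The gene, ENSMUSG00000001506, lies on chromosome 11 of GRCm38 from 94936224 to 94953042. *Col3a1*, another fibrillar collagen, was at 210.1 ± 71.3 CPM in *Lcn2* null mice against 328 ± 55.1 CPM in wild type mice (log2 fold change -0.69, adjusted p = 0.32 from limma). *Acta2*, the smooth muscle actin of activated stellate cells, was at 82.5 ± 24.9 CPM in *Lcn2* null mice, and the wild type libraries held 60.2, 18.9 and 18.0 CPM (adjusted p = 0.15 from limma).
Of 21 collagen genes, 16 had a negative log2 fold change, with a median of -0.20. With limma, 0 of them were called. At an unadjusted p under 0.05, 3 were lower, and edgeR called 0 and DESeq2 2. Adjusted over the list alone, 2 were lower, *Col4a4* and *Col4a5*, which encode chains of the network-forming type IV collagen of basement membranes. *Col4a4* was near the limit of detection, at 0.508 ± 0.411 CPM in *Lcn2* null and 2.39 ± 1.09 CPM in wild type mice. The list as a group lay lower (adjusted p = 0.00028 from camera), with an adjusted p = 0.42 with an estimated correlation. Of 30 other genes of the extracellular matrix, 21 had a negative log2 fold change and 0 were called with limma. At an unadjusted p under 0.05, 7 of these were lower, while edgeR called 0 and DESeq2 4. Adjusted over the list alone, 1 was lower, *Mgp*, an inhibitor of calcification that matrix cells secrete, named after its value was seen (log2 fold change -0.96). This list also lay lower as a group (adjusted p = 0.00034 from camera, adjusted p = 0.62 with an estimated correlation). In each of these lists 3 members are drawn in the paper's figures, so the directions are not independent evidence. Markers of bile duct cells, the cholangiocytes, moved with the matrix genes, with a median log2 fold change of -0.43 over 10 genes (adjusted p = 8.0e-05 from camera, adjusted p = 0.19 with an estimated correlation).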

**Fig. 5:**
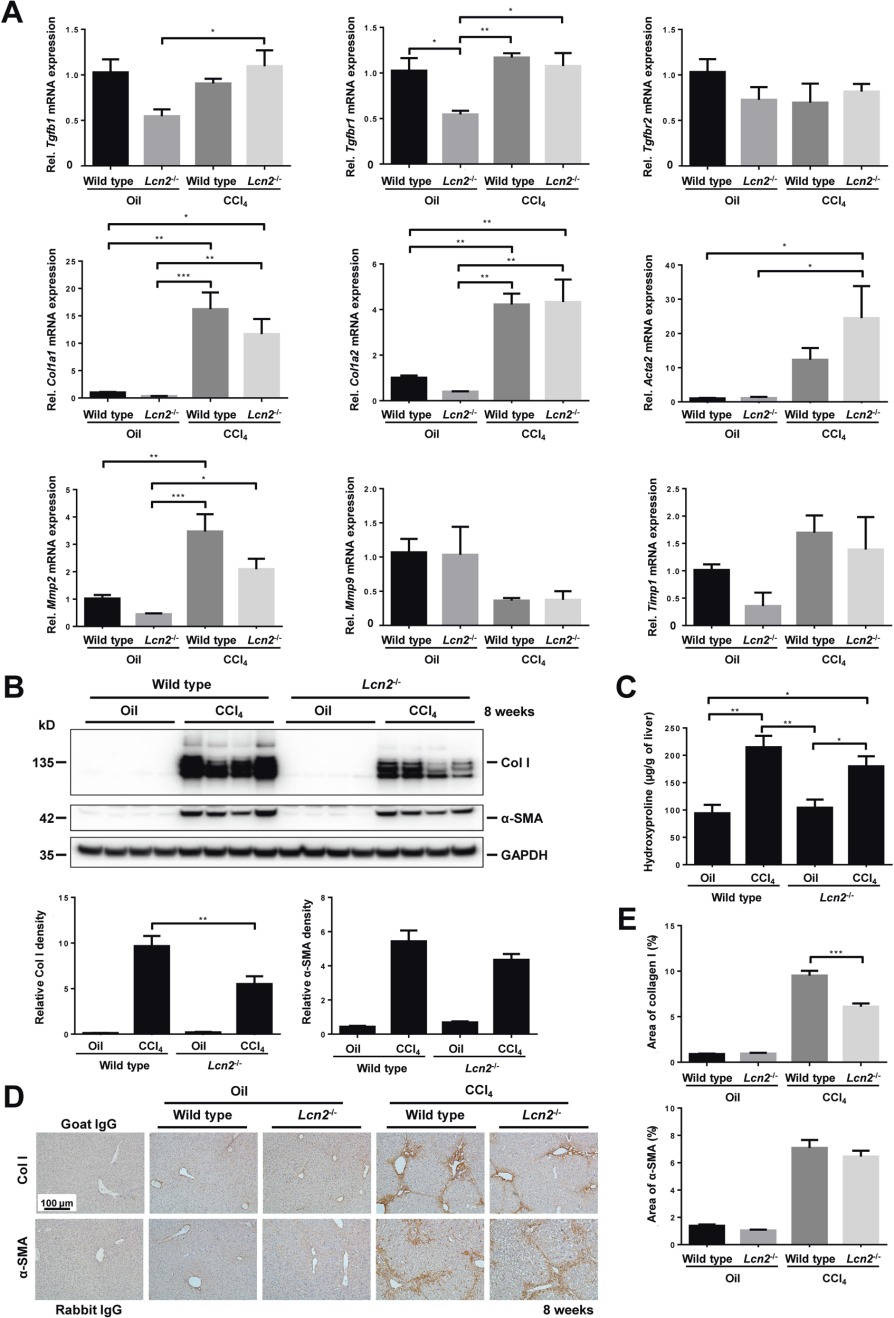
*Lcn2* null decreased collagen accumulation in chronic CCl_4_ induced fibrosis. **A** Quantitative RT-PCR of fibrogenic genes such as *Tgfb1, Tgfbr1, Tgfbr2, Col1a1, Col1a2, Acta2, Mmp2, MMp9*, and *Timp1* only showed significant differences between oil and CCl_4_ treatment, but no difference between wild type and *Lcn2* null animals. **B** Western blot of liver lysates shows significantly higher amounts of collagen type 1 in CCl_4_ treated wild type mice as compared to the *Lcn2*^−/−^ and no detection in oil application groups. No significant difference of α-SMA between wild type and *Lcn2*^−/−^ mice. GAPDH was used as a loading control. The relative Western blot density is shown below. **C** Hydroxyproline assays show significant levels between different groups, but only slightly lower in *Lcn2*^−/−^ mice receiving CCl_4_ compared to the wild type. **D** IHC staining of collagen type 1 and α-SMA shows slightly less collagen deposition in *Lcn2*^−/−^ liver treated with CCl_4_ compared to the wild type and very minimal collagen in oil application groups. Also, a significant increase of α-SMA in CCl_4_ treated livers, but no difference between wild type and *Lcn2*^−/−^ mice. Oil application groups showed only very minimal α-SMA expression. **E** Areas of collagen type 1 and α-SMA deposition were quantified, and only collagen type 1 was significantly higher in the wild type treated CCl_4_ compared to the *Lcn2*^−/−^ and no difference of α-SMA between wild type and *Lcn2*^−/−^ mice.

**Fig. 6:**
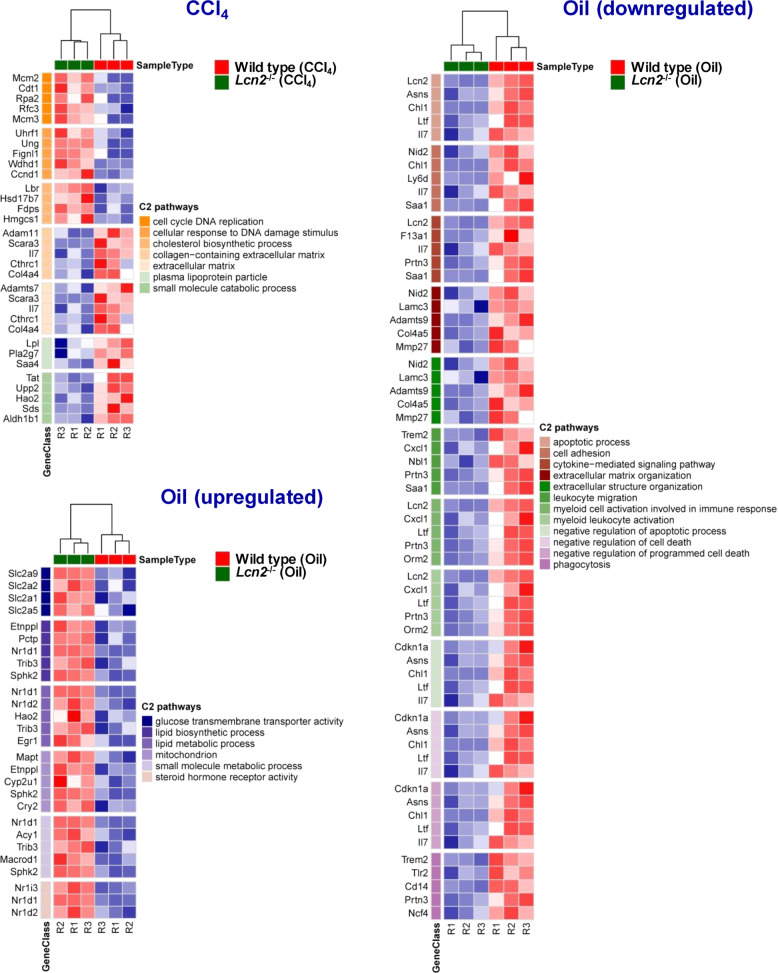
GO heatmaps. *Lcn2* null and wild type mice were compared in chronic CCl_4_ or mineral oil administered groups. The top five genes per gene set were adjusted to the *p* values ≤ 0.05 and gene sorting by Log2 of fold change. Upregulation and downregulation of the gene sets and the compatible pathways as shown.

### Chronic mineral oil administration suppressed gene sets involved in myeloid leukocyte activation and immune responses in *Lcn2* null mice

Granulocytes and monocytes/macrophages are myeloid lineage cells and are mainly responsible for innate immune responses. We found reduced amounts of liver MPO in IHC staining and Western blot analysis in *Lcn2* null compared to the wild type. Additionally, characterization of liver leukocytes by FACS also showed significantly lower amounts of CD11b^+^ F4/80^+^ monocytes/macrophages in chronic mineral oil administered *Lcn2* null mice compared to the wild type. RNA-Seq results supported our findings that *Lcn2* null livers decreased expression of the gene sets involved in myeloid leukocyte activation, especially neutrophil and monocytes/macrophage functions such as leukocyte migration and cell adhesion as shown in the heat maps (Fig. 6, Supplementary Figs. 3–5).

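After 8 weeks of mineral oil, transcripts of neutrophils and monocytes were lower in the livers of *Lcn2* null mice than of wild type mice. *S100a9* and *S100a8*, which encode the 2 chains of calprotectin, an abundant antimicrobial protein of the neutrophil cytosol, fell together. *S100a9* was at 13.4 ± 4.23 CPM in *Lcn2* null mice and 80.6 ± 10.3 CPM in wild type mice, a log2 fold change of -2.53 (standard error 0.18, adjusted p = 1.2e-05 from limma), and that of *S100a8* was -2.55. *Prtn3*, proteinase 3 of the neutrophil granules, fell from 62.3 ± 33.1 to 2.97 ± 2.56 CPM (log2 fold change -4.02). Of the monocyte genes, *Lyz2* for lysozyme fell from 457 ± 184 to 118 ± 30.9 CPM, and *Cd14*, the coreceptor for bacterial lipopolysaccharide, from 13.7 ± 3.49 to 2.25 ± 0.496 CPM.
Of 14 measured neutrophil markers, 9 were lower with limma and 5 did not pass the test (12 lower when adjusted over the list alone). Their median log2 fold change was -1.50 (adjusted p = 3.3e-22 from camera, adjusted p = 0.076 with an estimated correlation). *Mpo*, the myeloperoxidase of the neutrophil granules, was near the limit of detection, at 0.120 ± 0.207 and 1.32 ± 0.904 CPM (adjusted p = 0.099 from limma). The paper's RT-qPCR of *Mpo* compared oil with sham operation in wild type mice, and between the genotypes it measured the protein. Of 20 markers of monocytes and inflammatory macrophages, 19 were lower and 1 did not pass the test (19 lower when adjusted over the list alone). Examples are *Itgb2* and *Itgam*, the β2 and αM chains of the integrin with which leukocytes bind the vessel wall, at log2 fold changes of -1.53 and -1.29. *Tlr2*, the receptor for bacterial lipopeptides, had a log2 fold change of -1.61. As a group, the monocyte list lay at a median of -1.27 (adjusted p = 4.9e-29 from camera, adjusted p = 0.099 with an estimated correlation). The figures of the paper draw 3 of the neutrophil and 6 of the monocyte members, so these directions are not independent evidence. Genes of the mesothelium, the cell layer that covers the liver, moved with them, with 7 of 10 lower in the same comparison. Without oil-injected null replicate 1, 5 neutrophil markers were lower, and without oil-injected null replicate 2, 12 monocyte markers were lower.

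**Figure D1:**
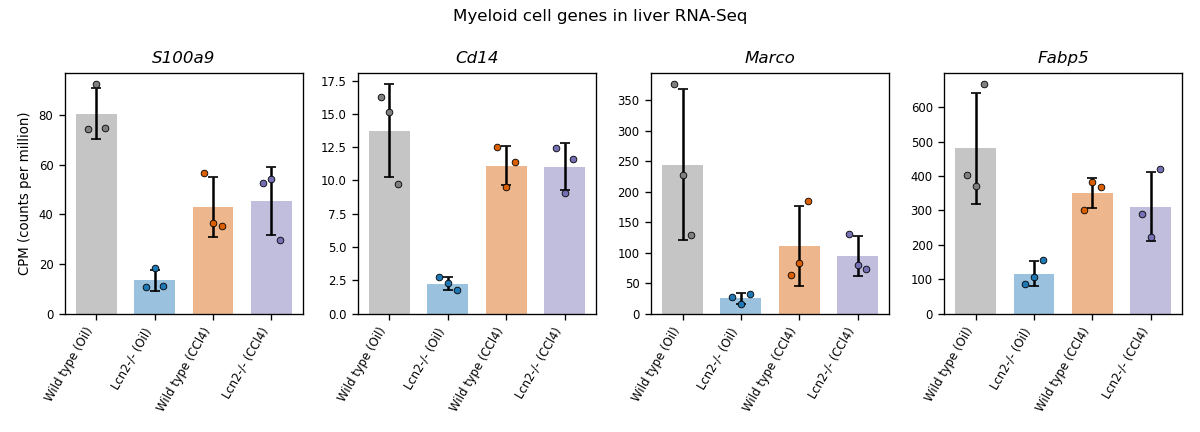
CPM of *S100a9*, *Cd14*, *Marco* and *Fabp5* in the 4 groups. Bars are the mean of 3 libraries, error bars the SD and points the libraries. On oil, *S100a9* was at 10.7, 18.3 and 11.3 CPM in the *Lcn2* null libraries and at 74.7, 92.5 and 74.8 CPM in the wild type libraries.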

### *Lcn2* null mice increased lipid biosynthesis

Both mineral oil and CCl_4_ administration did enrich genes involved in lipid biosynthetic and metabolic process such as cholesterol biosynthesis in chronic CCl_4_ application. 

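On oil, genes of lipid handling that are drawn in Fig. 6 were higher in *Lcn2* null mice. *Etnppl*, which breaks down phosphoethanolamine, had a log2 fold change of 1.10 (standard error 0.14, adjusted p = 0.0009 from limma). *Pctp*, which carries phosphatidylcholine between membranes, rose by 0.88 and *Sphk2*, which makes the signaling lipid sphingosine 1-phosphate, by 0.84 on the log2 scale. *Acaa1b*, a thiolase of peroxisomal fatty acid oxidation, rose by 1.01, and *Angptl4*, an inhibitor of lipoprotein lipase, fell by 1.17. On CCl_4_, most genes of cholesterol synthesis had a higher mean in *Lcn2* null mice, and all but 1 of the differences did not pass the test over all genes. *Hmgcs1*, which makes the HMG-CoA of this pathway, was at 534 ± 93.5 CPM in *Lcn2* null mice and 342 ± 28.8 CPM in wild type mice (log2 fold change 0.63, adjusted p = 0.061 from limma).
Of 25 genes of cholesterol biosynthesis, 23 had a positive log2 fold change on CCl_4_, with a median of 0.36. *Fdps*, which makes farnesyl pyrophosphate, was the 1 that passed the test (log2 fold change 0.61, adjusted p = 0.025 from limma), and 6 were higher when adjusted over the list alone. *Fdps* was not called without CCl_4_-injected null replicate 1, 2 or 3 (0.66, 0.61 and 0.57), without CCl_4_-injected wild type replicate 3 (0.56), in 1 fit of all 12 libraries or without the variance trend with its fold change unchanged, after rescaling by size factors or TMM (0.57 and 0.57) or with edgeR (0.56), and DESeq2 called 4 genes of this list. The list lay higher as a group (adjusted p = 4.7e-14 from camera, adjusted p = 0.33 with an estimated correlation), and 4 of its members are drawn in the paper's figures. On oil, limma called 0 genes of this list and DESeq2 0, edgeR 0, with 1 higher and 4 lower at an unadjusted p under 0.05. Of the genes that make fatty acids and triglycerides, limma called 0 of 23 on oil and 0 of 22 on CCl_4_, as did edgeR (0 and 0), with DESeq2 at 0 and 0. At an unadjusted p under 0.05 these were 6 higher and 2 lower on oil and 1 higher on CCl_4_. Of 24 genes of fatty acid oxidation and targets of PPARα, 5 were higher and 1 lower on oil (6 higher when adjusted over the list alone; adjusted p = 1.4e-05 from camera, adjusted p = 0.18 with an estimated correlation). The number of those higher was 1, 3 and 3 without oil-injected null replicate 1, 2 and 3, 1 and 3 without oil-injected wild type replicate 2 and 3, and 2 with DESeq2. In the authors' deposited table, lipid biosynthetic process stands in place 9 of the terms higher on oil, with 13 genes, and cholesterol biosynthetic process in place 29 of those higher on CCl_4_, with 4 genes.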

We found more lipid droplets in both mineral oil and CCl_4_ application in *Lcn2* null compared to wild type mice (data not shown).

### Chronic application of CCl_4_ induced liver cell proliferation in *Lcn2* null more than in wild type mice

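In the livers of CCl_4_-injected *Lcn2* null mice, most transcripts of the DNA replication machinery had a higher mean than in CCl_4_-injected wild type mice, and the differences did not pass the test over all genes. *Mcm2*, a subunit of the helicase that opens DNA at replication origins, was at 28.1 ± 3.24 CPM in *Lcn2* null mice and 15.2 ± 3.94 CPM in wild type mice, a log2 fold change of 0.87 (standard error 0.18, adjusted p = 0.083 from limma). It lies on chromosome 6 of GRCm38 from 88883474 to 88898780. *Mcm3*, another subunit, was at 29.6 ± 4.74 against 16.5 ± 6.21 CPM. *Uhrf1*, which keeps DNA methylation through replication, was at 22.0 ± 5.02 against 10.0 ± 3.28 CPM (log2 fold change 1.08). *Pcna*, the clamp that holds DNA polymerase on its template, was at 129 ± 12.2 against 88.2 ± 22.1 CPM.
Of 49 genes of DNA replication, 47 had a positive log2 fold change, with a median of 0.54. Over all genes tested, limma called 0 of them and edgeR 0, while DESeq2 called 10 higher. At an unadjusted p under 0.05, 25 were higher. When adjusted over the list alone, 13 were higher, among them *Mcm2*, *Uhrf1*, *Wdhd1* and *Cdt1*. The list lay higher as a group (adjusted p = 2.1e-18 from camera), with an adjusted p = 0.41 with an estimated correlation. Of its members, 11 are drawn in the paper's figures, so the direction is not independent evidence. In the authors' deposited table, DNA replication initiation stands in place 1 of the terms enriched among the genes higher in *Lcn2* null mice, with 7 genes and a corrected p of 5.95e-09.

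**Figure D2:**
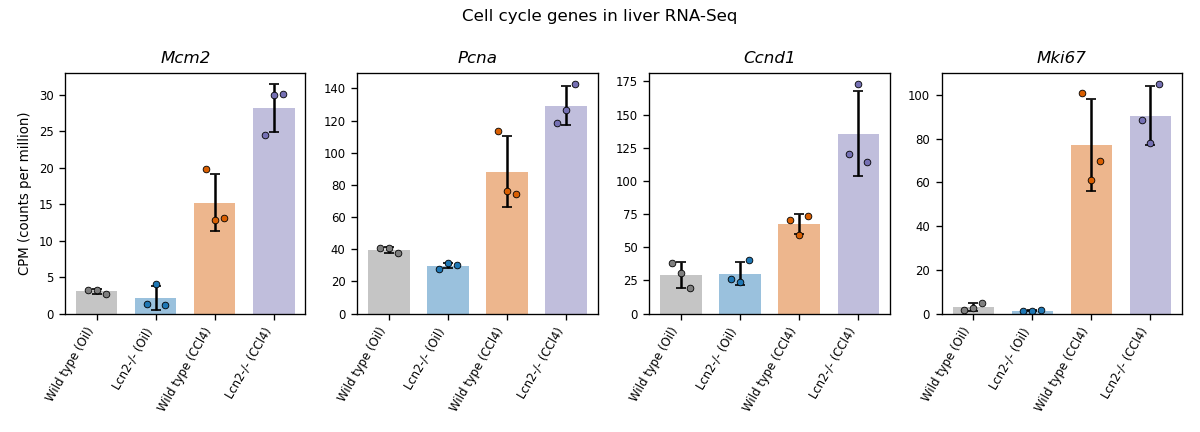
CPM of *Mcm2*, *Pcna*, *Ccnd1* and *Mki67* in the 4 groups. Bars are the mean of 3 libraries, error bars the SD and points the libraries. On CCl_4_, *Mcm2* was at 24.4, 29.9 and 30.1 CPM in the *Lcn2* null libraries and at 19.8, 12.8 and 13.1 CPM in the wild type libraries.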

Surprisingly, RNA-Seq showed significantly enriched gene sets involved in DNA replication and cell cycle in *Lcn2*^*−/−*^ mice receiving eight week CCl_4_ compared to wild type controls (Fig. 6, Supplementary Figs. 3–5). These findings were further confirmed by increased cyclin D1, phosphorylated retinoblastoma protein (Rb), and proliferating cell nuclear antigen (PCNA) in Western blots, while showing no significant differences in cyclin E, CDK2, and cyclin A (Fig. 7A and Supplementary Fig. 6). The antigen identified by monoclonal antibody Ki67 in IHC staining showed significantly increased numbers of Ki67 positive hepatocytes in zone 3 livers of *Lcn2* null compared to the wild type mice (Fig. 7B).

**Fig. 7:**
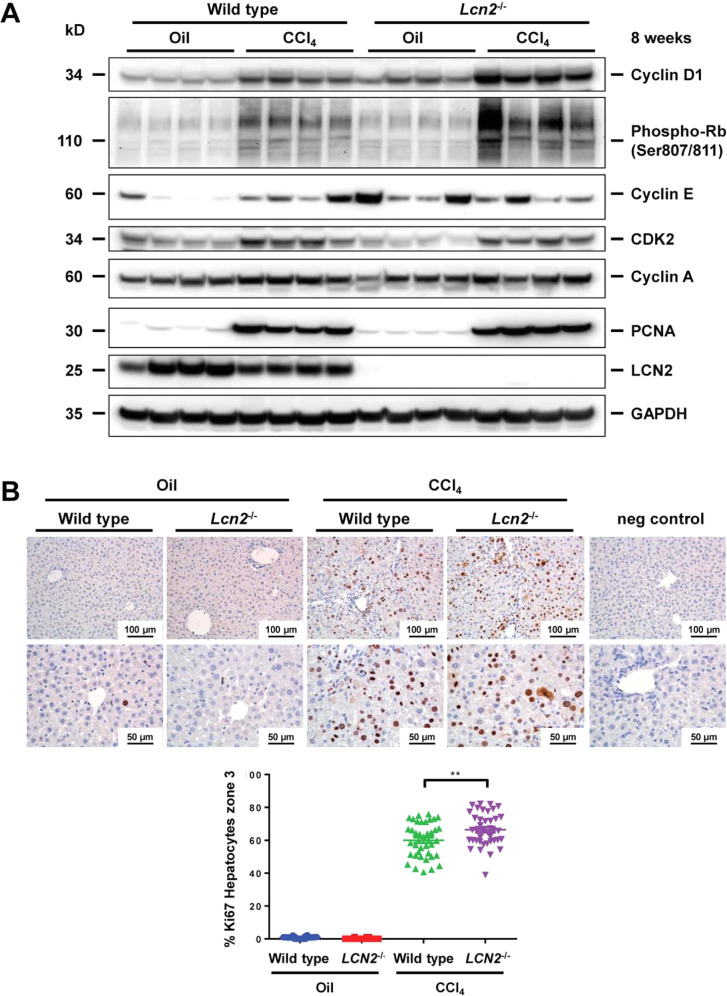
Chronic CCl_4_ application induced liver cell proliferation. **A** Western blots of proteins involved in cell cycle and cell proliferation markers such as cyclin D1, phosphorylated-retinoblastoma (Rb), cyclin E, CDK2, cyclin A, PCNA, and LCN2 as depicted. GAPDH was used as a loading control, and the quantification of Western blots is shown in Supplementary Fig. 6. **B** IHC showed a significant increase in Ki67 positive hepatocyte nuclei in liver zone 3 of the *Lcn2* null compared to the wild type mice.

## Discussion

Upon eight week-mineral oil and CCl_4_ application, we unexpectedly found upregulation of *Lcn2* expression in both groups of wild type animals, but no expression in *Lcn2* null mice. Levels of *Lcn2* mRNA and LCN2 protein were significantly higher in mineral oil administered livers. LCN2 IHC staining identified strongly positive NPC, while LCN2 positive staining in CCl_4_ liver was detected both in NPC and hepatocytes around the central veins. LCN2 positive NPC of mineral oil animals was scattered homogeneously throughout the liver but the numbers of cells were significantly lower than in the CCl_4_ treated group. These discrepancies most likely indicate that other cell types such as Kupffer cells and hepatocytes produced LCN2 as well. Especially hepatocytes are the major cell type that produced serum LCN2 in the models of bacterial infection or partial hepatectomy^11^.

Mouse neutrophils are commonly identified based on the cell surface expression of Ly6G and CD11b with the cytoplasmic marker MPO. We performed double staining of LCN2 with Ly6G and LCN2 with MPO and identified the LCN2 positive NPC in oil-treated livers as neutrophils. Neutrophil LCN2 is produced during band cells and segmented cells development and is known as a secondary granule protein^32–34^. Therefore, IHC staining showed LCN2 positive very strongly in neutrophils as compared to the LCN2 in hepatocytes and other cell types such as macrophages, which secrete LCN2 by classical pathways^35^. This explains why the levels of serum LCN2 are significantly higher in wild type animals receiving mineral oil administration than in the fibrotic CCl_4_ group. Intraperitoneal injection of mineral oil leads to the formation of lipo-granulomas of peritoneum and mesenteric lymph nodes consisting of phagocytic cells engulfed the oil droplets^36^. Kupffer cells, the residential macrophages, are the majority of these phagocytic cells in the liver. Upon macrophage activation, they produce cytokines and chemokines attracting neutrophil infiltration as shown in our chronic 8 week-oil administration experiment. These findings are in line with a report from Lee et al. demonstrating that exposure to hydrocarbon oils is associated with the development of chronic inflammation and modulates neutrophil recruitment in peritoneal fluid through IL-1α and IL-1R signaling in a CXCR2-dependent manner^37^. We also found significant mRNA upregulation of several inflammatory cytokines and chemokines including *Il1α*, *Il1β*, *Tnf-α*, *Il6*, *Ccl2*, *Cxcl1*, *Cxcl2*, *Cxcl5* and their receptor mRNAs in chronic mineral oil application of wild type mice.

The inflammatory responses to chronic CCl_4_ intoxication using the mineral oil vehicle as a control, showed mineral oil alone to induce more hepatic inflammation than expected and more severe in wild type than *Lcn2*^−/−^ mice. We found no significant differences between wild type and *Lcn2*^−/−^ receiving CCl_4_ groups, except for the amounts of MPO^+^ cell counts via IHC and Western blot analysis. These findings indicate that combinations of hepatocyte injuries, chronic oxidative stress from CCl_4,_ together with hepatocyte- necrosis, apoptosis, proliferation, and tissue repair lead to liver fibrosis. This process may obscure the differences in inflammatory responses between wild type and *Lcn2*^−/−^ mice. MPO is expressed by circulating neutrophils and monocytes/macrophages in the human liver^38^. We found a 56-kD protein, the predicted molecular mass of MPO (heavy chain) in liver extracts to be comparable between mineral oil- and CCl_4_-injected wild type with similar lower values in *Lcn2*^−/−^ liver after both oil and CCl_4_ administration. Immunofluorescence double staining of liver slides demonstrated co-localization of MPO with LCN2 and LCN2 with Ly6G in mineral oil application neutrophils, while the MPO^+^ cells found along the fibrotic septa in CCl_4_ livers were not all co-localized with LCN2 and Ly6G, but with F4/80 instead. By contrast, we found no co-localization of LCN2 with F4/80, but instead MPO^+^ cells after chronic mineral oil application in both spindle shape (macrophages) and round segmental polymorphonuclear cells located in the sinusoids (Supplementary Fig. 2B). MPO is synthesized during promyelocytes and promyelomonocytes in the bone marrow and terminated as soon as myeloid progenitors enter the myelocyte stage of differentiation^29^. Mature monocytes contain a small size peroxidase in primary granules^39^. The co-localization of MPO and F4/80 cells along the fibrotic central veins is most likely lipid-laden foam cell macrophages engulfed the MPO oxidized low-density lipoprotein (LDL) from CCl_4_ intoxication, which is similar in macrophages at human atherosclerotic lesions^40^.

For CCl_4_-induced liver fibrosis, we found only the significantly increased fibrogenic mRNA gene expression in CCl_4_ treated mice compared to oil administration. Surprisingly, the collagen protein deposition was significantly higher in CCl_4_ treated wild type mice compared to the *Lcn2*^−/−^, as evidenced by Western blot analysis, larger areas stained positive for collagen type 1, and higher levels of hydroxyproline in liver tissue. These findings seem to correspond well with the levels of MPO protein in Western blot and IHC. In line, RNA-Seq results confirmed that the *Lcn2*^*−/−*^ mice provoke defects in gene sets involved in myeloid leukocyte function, especially neutrophil activation during immune responses including leukocyte migration, cell adhesion and neutrophil degranulation. Additionally, *Lcn2*^*−/−*^ mice decreased the expression of genes involved in cell surface receptor signaling, cellular response to cytokine stimulus and cytokine-mediated signaling pathways. 

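Transcripts of the macrophages that reside in the liver were also lower in oil-injected *Lcn2* null mice. *Marco*, a scavenger receptor with which macrophages take up bacteria, fell from 244 ± 124 CPM in wild type mice to 24.8 ± 8.43 CPM in *Lcn2* null mice (log2 fold change -3.18, adjusted p = 0.00019 from limma). *Cd5l*, a secreted protein of Kupffer cells, fell from 283 ± 62.1 to 139 ± 28.9 CPM and *C1qa*, a chain of complement C1q, from 138 ± 30.0 to 71.4 ± 10.3 CPM. *Clec4f*, a lectin that marks mature Kupffer cells, had a log2 fold change of -0.54 and did not pass the test; it is named here after its value was seen. *Fabp5*, a fatty acid binding protein of lipid-laden macrophages, fell from 480.0 ± 162 to 116 ± 35.9 CPM.
Of 16 Kupffer cell markers, 10 were lower and 6 did not pass the test (11 lower when adjusted over the list alone). Without oil-injected null replicate 2 the number was 4, and without oil-injected wild type replicate 2 it was 6. The list lay lower as a group (median -0.93, adjusted p = 3.9e-15 from camera, adjusted p = 0.17 with an estimated correlation). Of 10 markers of lipid-associated macrophages, 6 were lower, 6 also when adjusted over the list alone, among them *Fabp5*, *Cd9* and *Lgals3* at log2 fold changes of -2.03, -0.89 and -1.06 (adjusted p = 1.0e-09 from camera, adjusted p = 0.099 with an estimated correlation). The figures of the paper draw 3 and 5 members of these lists, so the directions are not independent evidence. Of 6 genes in a list that the paper measured by RT-qPCR, 4 were lower, *Adgre1*, *Ptprc*, *Itgam* and the deleted gene *Lcn2* itself, and without oil-injected null replicate 2 only *Lcn2* and *Itgam* were. The paper's RT-qPCR of *Adgre1*, *Ptprc* and *Itgam* compared oil with sham operation in wild type mice, not the genotypes, and found *Ptprc* similar. The mesothelial markers fell beside these genes, by a median of 1.57 on the log2 scale.
On CCl_4_, limma, edgeR and DESeq2 each called 0 of the neutrophil, Kupffer cell and monocyte markers between the genotypes. At an unadjusted p under 0.05, 1 neutrophil and 2 monocyte markers were lower and 0 Kupffer cell markers. As a group, the monocyte list lay lower, 18 of 20 below 0 (median -0.25, adjusted p = 0.0012 from camera, adjusted p = 0.68 with an estimated correlation), and so did the lipid-associated list (adjusted p = 0.026 from camera, adjusted p = 0.59 with an estimated correlation). The neutrophil list (adjusted p = 0.4 from camera) and the Kupffer cell list (adjusted p = 0.63 from camera) did not pass, with 0.86 and 0.92 by an estimated correlation. Without CCl_4_-injected wild type replicate 3, the Kupffer cell list turned and passed as higher (adjusted p = 0.030 from camera). The difference between the genotype effects on CCl_4_ and on oil, tested in a fit of all 12 libraries with limma, was called for 4 of 16 neutrophil, 1 of 16 Kupffer cell and 3 of 20 monocyte markers. As groups these differences did not pass with an estimated correlation in camera (adjusted p = 0.092, 0.25 and 0.23). In the authors' deposited table of the terms enriched among the genes lower in *Lcn2* null mice on oil, neutrophil degranulation stands in place 1 with 63 genes, the innate immune system in place 2 with 99 genes and leukocyte transendothelial migration in place 11 with 18 genes. From its RNA-Seq the paper reads defects in the gene sets of myeloid leukocytes in *Lcn2* null mice, above all of neutrophil activation with migration, adhesion and degranulation. It sets this beside the lower leukocyte and cytokine measures of its other assays.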

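On oil, most acute-phase genes, which respond to inflammatory cytokines, were lower in *Lcn2* null livers, and so were some genes that respond to interferon. *Saa1*, a serum amyloid A that hepatocytes secrete under interleukin-6 and interleukin-1, held 152, 150.3 and 121 CPM in the *Lcn2* null libraries and 1049.9, 8462 and 18135 CPM in the wild type libraries (log2 fold change -5.27, adjusted p = 0.0013 from limma). The Saa genes are near-identical copies that may share reads, and *Saa1* lies on chromosome 7 of GRCm38 from 46740497 to 46742980. *Orm2*, the acute-phase protein orosomucoid, fell from 2493 ± 1417 to 169 ± 39.3 CPM. *Lbp*, the plasma protein that hands lipopolysaccharide to *Cd14*, fell from 233 ± 9.47 to 114 ± 0.648 CPM. *Cxcl1*, a chemokine that attracts neutrophils, fell from 81.6 ± 47.0 to 18.5 ± 8.01 CPM.
Of 26 acute-phase genes, 20 were lower and 6 did not pass the test (23 lower when adjusted over the list alone). Their median log2 fold change was -1.17 (adjusted p = 3.8e-58 from camera, adjusted p = 0.099 with an estimated correlation), and 15 of them are drawn in the paper's figures, so their direction is not independent evidence. *Saa1* was highest in oil-injected wild type replicate 3. Of 25 interferon-stimulated genes, 12 were lower and 13 did not pass the test (14 lower when adjusted over the list alone; adjusted p = 3.4e-15 from camera, adjusted p = 0.14 with an estimated correlation). Among them were *Irf7*, the regulator of type I interferon genes, at a log2 fold change of -1.43, and *Oas1a*, a sensor of double-stranded RNA, at -2.14. This number was 7 without oil-injected null replicate 1, 7 without oil-injected null replicate 2 and 6 without oil-injected wild type replicate 1. Of the 9 cytokines, chemokines and receptors of Suppl. Fig. 1 with a value, 2 were lower, *Cxcl1* and the interleukin-1 receptor *Il1r1* (3 when adjusted over the list alone; adjusted p = 0.00032 from camera, adjusted p = 0.099 with an estimated correlation). *Cxcl1* alone was lower without oil-injected null replicate 1 or 2 or wild type replicate 2. *Ccl2*, which attracts monocytes, and *Il1b*, interleukin-1β, had log2 fold changes of -1.26 and -0.76 (adjusted p = 0.13 and 0.27 from limma). Cytokine signaling in the immune system stands in place 6 of the terms for genes lower on oil in the authors' deposited table, with 60 genes.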

For this reason, we found high levels of inflammatory cytokines and chemokines in wild type mice receiving oil compared to the *Lcn2*^*−/−*^ mice (Supplementary Fig. 1).

The effects of LCN2 and liver cell proliferation are still controversial. One particular example of a partial hepatectomy model of both hepatocyte-specific knockout (i.e. *Lcn2*^*Hep–/–*^*)* and *Lcn2*^*−/−*^ mice showed lower rates of liver regeneration, compared to the wild type^11^, while others found that LCN2 does not to alter hepatocyte regeneration^41^. It was the first time in our chronic CCl_4_ model that we found distinct upregulation of gene sets involved in DNA replication and cell cycle in livers of *Lcn2*^*–/–*^ mice receiving CCl_4_ compared to the wild type counterparts (Fig. 6). 

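Cyclin D1 was higher in *Lcn2* null livers on CCl_4_, and the genes of mitosis did not pass the test. *Ccnd1*, whose cyclin drives cells out of G1, was at 136 ± 32.2 CPM in *Lcn2* null mice and 67.9 ± 7.55 CPM in wild type mice, a log2 fold change of 0.97 (standard error 0.15, adjusted p = 0.017 from limma). *Ccne1*, cyclin E1, which acts with *Cdk2* at the start of S phase, had a log2 fold change of 1.07 (adjusted p = 0.089 from limma). *Mki67*, the proliferation antigen of all cycling cells, was at 90.5 ± 13.4 against 77.3 ± 21.1 CPM (log2 fold change 0.25, adjusted p = 0.74 from limma).
Of the 7 genes whose proteins are shown in Fig. 7, *Ccnd1* was higher, and *Ccnd1*, *Ccne1* and *Pcna* were higher when adjusted over the list alone (adjusted p = 5.8e-06 from camera, adjusted p = 0.33 with an estimated correlation). *Ccna2*, *Cdk2* and *Rb1*, for cyclin A2, its kinase and the retinoblastoma protein, had log2 fold changes of 0.13, 0.48 and -0.10. Of 16 regulators of G1 and S phase, 1 was higher, *Ccnd1*, and 2 when adjusted over the list alone (adjusted p = 0.00011 from camera, adjusted p = 0.41 with an estimated correlation). *Ccnd1* was not called without CCl_4_-injected wild type replicate 2 (log2 fold change 0.88), nor in 1 fit of all 12 libraries or without the variance trend, where its value stayed the same. Without CCl_4_-injected wild type replicate 1, 3 genes of Fig. 7 and 2 regulators were higher. Of 38 mitosis genes, 29 had a positive log2 fold change, with a median of 0.12. Limma called 0, edgeR 0 and DESeq2 0 of them, 1 was lower at an unadjusted p under 0.05, and the list did not stand apart from other genes (adjusted p = 0.21 from camera). The paper's figures draw 4 of the genes of Fig. 7, and their direction is not independent evidence. Cell cycle stands in place 31 of the higher terms in the authors' deposited table, with 16 genes.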

The cell cycle-regulated proteins such as cyclin D1 and phosphorylated retinoblastoma were significantly higher in *Lcn2*^*−/−*^ livers. In our recent report, we found *Lcn2*^*−/−*^ mice to develop more hepatocyte apoptosis after chronic CCl_4_ application compared to the wild type^21^. This hepatocyte damage may enhance compensating hepatocyte proliferation in *Lcn2*^*−/−*^ mice, as indicated by increased PCNA expression in Western blot and the numbers of Ki67-positive cells in liver zone 3, the most severe hepatocyte injured areas (Figs. 7A and B). The ability of hepatocyte regeneration combined with lower leukocyte inflammatory responses might promote tissue repair and attenuate liver fibrosis in *Lcn2*^*–/–*^ mice. Furthermore, *Lcn2*^−/−^ mice also downregulated gene sets for collagen-containing extracellular matrix structure organization in both oil and CCl_4_ application compared to the wild type counterparts.

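On oil, fibrillar collagens were lower in *Lcn2* null livers, at levels far below those after CCl_4_. *Col1a1* fell from 12.8 ± 2.17 CPM in wild type mice to 4.52 ± 1.45 CPM in *Lcn2* null mice (log2 fold change -1.34, adjusted p = 0.0047 from limma). *Col3a1*, *Col1a2* and *Col5a2*, which assemble into the same fibrils, had log2 fold changes of -1.29, -1.44 and -1.47. *Timp1*, the inhibitor of matrix metalloproteinases, fell by 2.23 on the log2 scale. *Sparc*, a matrix protein that binds collagen, *Nid2*, which links basement membranes, and *Mgp* had log2 fold changes of -0.96, -1.60 and -1.78. *Nid2* was near the limit of detection in *Lcn2* null mice, at 0.237 ± 0.249 CPM, against 2.79 ± 1.02 CPM in wild type mice. *Acta2* had a log2 fold change of -0.03 (adjusted p = 0.97 from limma).
Of 21 collagen genes, 8 were lower on oil and 13 did not pass the test (11 lower when adjusted over the list alone), with a median of -0.65 (adjusted p = 4.6e-07 from camera, adjusted p = 0.076 with an estimated correlation). Of 29 other matrix genes, 8 were lower and 21 did not pass the test (13 lower when adjusted over the list alone), with a median of -0.53 (adjusted p = 4.3e-07 from camera, adjusted p = 0.076 with an estimated correlation). Without oil-injected null replicate 2, 5 collagens and 5 other matrix genes were lower, and the latter number was also 5 without oil-injected null replicate 3, 5 without wild type replicate 2 and 5 with a pseudocount of 5. Of the 9 fibrogenic genes of Fig. 5A, 3 were lower, *Col1a1*, *Col1a2* and *Timp1* (4 when adjusted over the list alone; adjusted p = 5.5e-06 from camera, adjusted p = 0.099 with an estimated correlation). The figures draw 3 of the collagens and 2 of the other matrix genes, so the directions are not independent evidence. Keratins of the cholangiocyte list fell beside the collagens, *Krt19* by 2.36 and *Krt7* by 1.96 on the log2 scale, with 4 of 10 markers of this list lower. Which cells these keratins came from was not examined. The mesothelial genes *Upk3b* and *Gpm6a* also fell, by 2.24 and 1.79. In the authors' deposited tables, extracellular matrix organization stands in place 4 of the terms lower on oil with 40 genes and the collagens in place 39 with 8 genes, while on CCl_4_ the core matrisome stands in place 10 with 10 genes.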

In summary, chronic mineral oil intraperitoneal administration induced hepatic inflammation through innate immune responses via myeloid cell activation. The *Lcn2* null mice developed less inflammation due to defects in genes involved in the myeloid cell activation process, and downregulated gene sets for collagen-containing extracellular matrix leading to mitigation of the liver fibrosis. Additionally, it is the first time that we found *Lcn2* null mice to show enrichment of genes responsible for DNA damage and cell cycle DNA replication, compared to the wild type mice upon chronic CCl_4_ liver injury.

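Most genes of DNA repair and of the replication checkpoint also had a higher mean in CCl_4_-injected *Lcn2* null livers, and the differences did not pass the test over all genes. *Ung*, the uracil-DNA glycosylase that removes uracil from DNA, was at 16.5 ± 0.376 CPM in *Lcn2* null mice and 7.68 ± 2.37 CPM in wild type mice (log2 fold change 1.05, standard error 0.21, adjusted p = 0.067 from limma). *Fignl1*, which takes part in the repair of broken DNA by recombination, had a log2 fold change of 0.88.
Of 23 genes of repair and checkpoint, 20 had a positive log2 fold change, with a median of 0.31. Over all genes tested, 0 were called with limma and 0 with edgeR, while DESeq2 called 4 higher, and 7 were higher at an unadjusted p under 0.05. When adjusted over the list alone, 6 were higher, among them *Ung* and *Fignl1*. The list lay higher as a group (adjusted p = 1.5e-05 from camera, adjusted p = 0.41 with an estimated correlation), with 4 members drawn in the paper's figures. Of 17 targets of p53, the transcription factor that DNA damage activates, limma called 0 and edgeR 0, and DESeq2 called 1, with 2 higher and 1 lower at an unadjusted p under 0.05. On oil, 0 of 19 repair genes were called between the genotypes with limma, 0 with edgeR and 0 with DESeq2, and 0 had an unadjusted p under 0.05. The authors' deposited table has the cellular response to DNA damage in place 13 of the higher terms, with 13 genes, and cell cycle DNA replication in place 12, with 5 genes.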

## Supplementary information

Supplemental Material

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. Expression data is accessible via the Gene Expression Omnibus (GEO) under accession number GSE176093.

# Supplementary material for: Chronic mineral oil administration increases hepatic inflammation in wild type mice compared to lipocalin 2 null mice
**Source:** Lab Invest. 2021 Sep 13;101(12):1528–39. doi: 10.1038/s41374-021-00672-9
**Supplement:** Supplementary file 1 — Supplemental Material

Supplemental Material

Chronic mineral oil administration increased hepatic inflammation in wild type mice compared to Lipocalin 2 null mice

Erawan Borkham-Kamphorst¹, Ute Haas¹, Manuela Pinoé-Schmidt¹, Ali T. Abdallah² and Ralf Weiskirchen¹

Supplementary Tables

Suppl. Table 1: Primers used in this study.

Suppl. Table 2: Antibodies used in this study.

Supplementary Figures

Suppl. Figure 1: Cytokine and chemokine expression after administration of mineral oil or carbon tetrachloride.

Suppl. Figure 2: Wild type mice receiving mineral oil developed more liver inflammation compared to sham.

Suppl. Figure 3: Similarity heatmaps with hierarchical clustering for all four comparisons.

Suppl. Figure 4: MA plots for each of the comparisons.

Suppl. Figure 5: Heatmaps of top enriched GO terms.

Suppl. Figure 6: Western blot quantification.

Suppl. Table 1: Primers used in this study

**Gene**	**Acc. No.**	**Primer**
<i>Lcn2</i>	NM_008491	for: 5'-CCATCTATGAGCTACAAGAGAACAAT-3'<br>rev: 5'-TCTGATCCAGTAGCGACAGC-3'
<i>Cd45</i>	NM_001111316	for: 5'-CTGACAATCCCACACTCACG-3'<br>rev: 5'-TCCCCGGTACAGTCCTCTC-3'
<i>Cd11b</i>	NM_001082960	for: 5'-CAATAGCCAGCCTCAGTGC-3'<br>rev: 5'-GAGCCCAGGGGAGAAGTG-3'
<i>F4/80</i>	NM_010130	for: 5'-GGAGGACTTCTCCAAGCCTATT-3'<br>rev: 5'-AGGCCTCTCAGACTTCTGCTT-3'
<i>Ly6G</i>	NM_001310438	for: 5'-TTGTGGTCCTACTGTGTGCAG-3'<br>rev: 5'-TCAGGTGGGACCCCAATAC-3'
<i>Mpo</i>	NM_010824	for: 5'-GATGGAATGGGGAGAAGCTC-3'<br>rev: 5'-GCAGGTAGTCCCGGTATGTG-3'
<i>Ccl2</i>	NM_011333	for: 5'-GTGTTGGCTCAGCCAGATGC-3'<br>rev: 5'-GACACCTGCTGCTGGTGATCC-3'
<i>Ccr2</i>	NM_009915	for: 5'-ACCTGTAAATGCCATGCAAGT-3'<br>rev: 5'-TGTCTTCCATTTCTTTGATTTG-3'
<i>Cxcl1</i>	NM_008176	for: 5'-AGACTCCAGCCACACTCCAA-3'<br>rev: 5'-TGACAGCGCAGCTCATTG-3'
<i>Cxcl2</i>	NM_009140	for: 5'-AAAATCATCCAAAAGATACTGAACAA-3'<br>rev: 5'-CTTTGGTTCTTCCGTTGAGG-3'
<i>Cxcl5</i>	NM_009141	for: 5'-TAGAGCCCCAATCTCCACAC-3'<br>rev: 5'-GGAGCTGGAGGCTCATTGT-3'
<i>Cxcr2</i>	NM_009909	for: 5'-CAGGACCAGGAATGGGAGTA-3'<br>rev: 5'-TCCCCTCCAAATATCCCCTA-3'
<i>IFNγ</i>	NM_008337	for: 5'-GGAGGAACTGGCAAAAGGATGG-3'<br>rev: 5'-TGTTGCTGATGGCCTGATTGTC-3'
<i>Il1a</i>	NM_010554	for: 5'-TTGGTTAAATGACCTGCAACA-3'<br>rev: 5'-GAGCGCTCACGAACAGTTG-3'
<i>Il1b</i>	NM_008361	for: 5'-GAGCTGAAAGCTCTCCACCTC-3'<br>rev: 5'-CTTTCCTTTGAGGCCCAAGGC-3'
<i>Il1r1</i>	NM_001123382	for: 5'-ATTGTTGAACATCGCCACTG-3'<br>rev: 5'-AAATGAGCCCCAGTAGCACTT-3'
<i>Il10</i>	NM_010548	for: 5'-GGCTGAGGCGCTGTCATCG-3'<br>rev: 5'-CTCTAGACTTCGAGCAGGAGATGG-3'
<i>Tnfa</i>	NM_013693	for: 5'-ACCACGCTCTTCTGTCTACTGA-3'<br>rev: 5'-TCCAATTGGTGGTTTGCTACG-3'
<i>Tnfr1</i>	NM_011609	for: 5'-GGAAAGTATGTCCATTCTAAGAACAA-3'<br>rev: 5'-AGTCACTCACCAAGTAGGTTCCCTT-3'
<i>Tgfb1</i>	NM_011577	for: 5'-TGGAGCAACATGTGGAACCTC-3'<br>rev: 5'-CAGCAGCCGGTTACCAAG-3'
<i>Tgfbβ1</i>	NM_009370	for: 5'-GCAGCTCCTCATCGTGTTG-3'<br>rev: 5'-AGAGGTGGCAGAAACACTGTAAT-3'
<i>Tgfbβ2</i>	NM_009371	for: 5'-AGAAGCCGCATGAAGTCTG-3'<br>rev: 5'-GGCAAACCGTCTCCAGAGTA-3'
<i>Nos2</i>	NM_010927	for: 5'-CTTTGCCACGGACGAGAC-3'<br>rev: 5'-TCATTGTACTCTGAGGGCTGAC-3'
<i>Il6</i>	NM_031168	for: 5'-GCTACCAAACCTGGATATAATCAGGA-3'<br>rev: 5'-CCAGGTAGCTATGGTACTCCAGAA-3'
<i>Arg1</i>	NM_007482	for: 5'-GAATCTGCATGGGCAACC-3'<br>rev: 5'-GAATCCTGGTACATCTGGGAAC-3'
<i>Col1a1</i>	NM_007742	for: 5'-CATGTTTCAGCTTTGTGGACCT-3'<br>rev: 5'-GCAGCTGACTTCAGGGATGT-3'

<i>Col1a2</i>	NM_007743	for: 5'-CAAGCATGTCTGGTTAGGAGAG-3'<br>rev: 5'-AGGACACCCCTTCTACGTTGT-3'
<i>Acta2</i><br>(α -Sma)	NM_009606	for: 5'-AATGAGCGTTTCCGTTGC-3'<br>rev: 5'-ATCCCCGCAGACTCCATAC-3'
<i>Mmp2</i>	NM_008610	for: 5'-AACTTTGAGAAGGATGGCAAGT-3'<br>rev: 5'-TGCCACCCATGGTAAACAA-3'
<i>Mmp9</i>	NM_013599	for: 5'-ACGACATAGACGGCATCCA-3'<br>rev: 5'-GCTGTGGTTCAGTTGTGGTG-3'
<i>Timp1</i>	NM_001044384	for: 5'-GCAAAGAGCTTTCTCAAAGACC-3'<br>rev: 5'-AGGGATAGATAAACAGGGAAACACT-3'
<i>Gapdh</i>	NM_008084	for: 5'-TGTTGAAGTCACAGGAGACAACT-3'<br>rev: 5'-AACCTGCCAAGTATGATGACATCA-3'

Suppl. Table 2 :Antibodies used in this study

**Antibody**	**Cat. No.**	**Supplier**	**Host / Clonality**	**Species**	**Dilution** *
LCN2	AF1857	R&D Systems, Wiesbaden, Germany	Goat / poly	m, r	1:1,000 (WB)<br>1:50 (IHC)
Ly6G	ab210204	Abcam, Berlin, Germany	Rat / mono	m	1:50 (IHC)
CD45	ab10558	Abcam	Rabbit / poly	h, m, r	1:100 (IHC)
MPO	ab9535	Abcam	Rabbit / poly	h, m	1:50 (IHC)
MPO	HP9048	Hycult Biotech, Uden, The Netherlands	Rabbit / poly	h, m	1:1,000 (WB)<br>1:50 (IHC)
F4/80	ab2409461	Abcam	Rabbit / poly	m	1:200 (IHC)
F4/80	MCA497R	Serotec, Bio-Rad, Puchheim, Germany	Rat / mono	m	1:1,000 (WB)<br>1:50 (IHC)
α -SMA	ab32575	Abcam	Rabbit / mono	h, m, r	1:1,000 (WB)<br>1:200 (IHC)
Collagen type I	1310-01	SouthernBiotech, Biozol, Eching, Germany	Goat / poly	h, m, r	1:1,000 (WB)<br>1:100 (IHC)
GAPDH	sc-32233	Santa Cruz Biotech., Santa Cruz, CA	Mouse / mono	h, m, r	1:1,000 (WB)
Cyclin D1	2978	Cell Signaling, Darmstadt, Germany	Rabbit / mono	h, m, r	1:1,000 (WB)
p-Rb	9308	Cell Signaling	Rabbit / poly	h, r, mk	1:1,000 (WB)
Cyclin E	07-687	Sigma-Aldrich, Darmstadt, Germany	Rabbit / poly	m, r	1:1,000 (WB)
CDK2	sc-748	Santa Cruz	Rabbit / poly	h, m, r	1:1,000 (WB)
Cyclin A	sc-751	Santa Cruz	Rabbit / poly	h, m, r	1:1,000 (WB)
PCNA	sc-56	Santa Cruz	Mouse / mono	h, m, r	1:1,000 (WB)
Ki67	ab16667	Abcam	Rabbit / mono	h, m, r	1:200 (IHC)
β -actin	A5441	Sigma	Mouse / mono	h, m, r	1:10,000 (WB)

Abbreviations used are: mono, monoclonal antibody; IHC, immunohistochemistry; WB, Western blot; poly, polyclonal antibody; h, human; m, mouse; r, rat, mk, monkey. Monoclonal antibodies used for FACS analysis were obtained from FisherScientific (CD11b) or BD Pharmingen (Gr1/Ly6C).

Supplementary Figures

Suppl. Figure 1: Cytokine and chemokine expression after administration of mineral oil or carbon tetrachloride. Wild type mice increased inflammatory cytokine and chemokine production in repeated mineral oil injection. Quantitative RT-PCR of cytokines and chemokines and their receptors such as *Tnfa*, *Tnfr1*, *Il1a*, *Il1b*, *Il1r1*, *Il6*, *Il10*, *Ifng*, *Ccl2*, *Ccr2*, *Cxcl1*, *Cxcl2*, *Cxcl5*, and *Cxcr2* remain high in wild type mice receiving mineral oil. M1 macrophage marker *Nos2* was high in CCl₄-treated mice, with no change in M2 macrophage marker *Arg1*.

Suppl. Figure 2: Wild type mice receiving mineral oil developed more liver inflammation compared to sham. (A) Quantitative RT-PCR shows of the leukocyte surface markers such as *Cd45*, *Cd11b*, *F4/80*, *Ly6G*, *Mpo*, and *Lcn2*, although no difference in *Cd45* the marker of total leukocytes, However, the other inflammatory leukocyte markers were significantly higher in the wild type mice treated with mineral oil for 8 weeks compared to sham including *Lcn2*. **(B)** IHC showed markedly increased hepatic infiltration of F4/80 and MPO positive staining as well as the LCN2 positive non-parenchymal cells in wild type mice receiving 8-week oil compared to sham operation. **(C)** Quantitative RT-qPCR of inflammatory cytokines, chemokines, and their receptors were significantly higher in wild type animals receiving 8 week-mineral oil, such as *Il1a*, *Il1b*, *Il1r1*, *Ccl2*, *Tnfa*, and *Tnfr1*. Markedly high levels of *Mmp9* and *Timp-1* were detected in oil administration groups, while no difference in *Mmp2* compared to sham-operated animals.

Suppl. Figure 3: Similarity heatmaps with hierarchical clustering for all four comparisons. The used similarity metric is the euclidean distance. The underlying

expression matrix is the normalized one based on the variance stabilization transformation implemented in the DESeq package. The darkest red means samples are identical; the darkest blue means samples are very dissimilar. Conditions are generally showing the expected clustering and similarities. Only in the first comparison do we notice one replicate from each condition that is not clustering like usually anticipated. But here, we also see that sample similarity within each condition is generally not as high as in the other comparisons, and sample dissimilarity across conditions is not as high as in the other comparisons. That may be due to weaker phenotypic differences, which are sensitive to low technical bias.

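Between the genotypes on CCl_4_, the libraries did not fall into their groups when clustered by the expression of all genes. Hierarchical clustering of the 6 libraries on the Euclidean distance of log2(CPM + 1) over 14445 genes set CCl_4_-injected null replicate 3 alone against the other 5 libraries, and the same split came out after the CPM had been rescaled by DESeq2 size factors. On the variance-stabilized recovered reads, the 3 null libraries joined with wild type replicate 1, against wild type replicates 2 and 3. *Acta2* held 60.2 CPM in wild type replicate 1 and 18.9 and 18.0 CPM in replicates 2 and 3. *Saa1* held 561, 728 and 224 CPM in wild type replicates 1 to 3, and 318, 499.5 and 3607 CPM in null replicates 1 to 3. In the other 3 comparisons, each library clustered with its own group on all 3 scales.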

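The distances between libraries show how small the genotype difference on CCl_4_ was beside the spread of a group. On CCl_4_, the mean distance between a null and a wild type library was 55.8, against 52.2 within the null group and 51.2 within the wild type group. On oil, it was 66.1 between the genotypes, 49.0 within the null and 52.1 within the wild type group. Between CCl_4_ and oil it was 96.0 in wild type mice and 113 in null mice. The genes behind the treatment distance include *Cyp2e1*, the enzyme that activates CCl_4_, at 357 ± 28.3 CPM on CCl_4_ and 2487 ± 316 CPM on oil in wild type mice. They also include *Glul*, glutamine synthetase of the cells next to the central vein, at 57.4 ± 11.3 against 623 ± 53.3 CPM. Oil-injected wild type replicate 3 differed from its group by 1 of 2 measures: the chi-square of the reads per degree of freedom was 53.1 against replicate 1 and 23.8 against replicate 2, while the other replicate pairs of all groups lay between 7.66 and 17.1. Over all genes its log2 values had Pearson correlations of 0.980 and 0.982 with these replicates, within the range of the other pairs, 0.980 to 0.986.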

Suppl. Figure 4: MA plots for each of the comparisons. 

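The treatment changed many more genes than the genotype did. With limma, 2931 higher and 504 lower genes were called between CCl_4_ and oil in wild type mice and 4631 higher and 705 lower in *Lcn2* null mice. Between the genotypes, 158 higher and 539 lower in *Lcn2* null mice were called on oil, and 15 higher and 28 lower on CCl_4_. *Cdc20* and *Col1a1* were among the 10 genes that rose most on CCl_4_, with log2 fold changes of 5.65 and 4.95 in wild type mice. *Mup19*, a major urinary protein gene of hepatocytes, was among the 10 that fell most, at -8.67.
CPM of a gene depends on the other genes of its library, and a few hepatocyte transcripts hold much of the reads. The 50 most abundant genes held 40.3% ± 0.72 of the reads in wild type mice on oil and 34.9% ± 1.68 on CCl_4_, and 39.9% ± 0.54 and 35.0% ± 0.51 in *Lcn2* null mice. The median log2 fold change of all genes between CCl_4_ and oil was 0.27 in wild type and 0.35 in *Lcn2* null mice, and 0.01 and 0.03 after the CPM had been rescaled by DESeq2 size factors. With this rescaling, limma called 1168 higher and 1110 lower genes in wild type mice, 51.3% higher in place of 85.3%, and 1951 higher and 1693 lower in *Lcn2* null mice, 53.5% in place of 86.8%. Changes between CCl_4_ and oil near this shift are therefore given beside the count from edgeR, whose TMM factors remove it.
The whole reads recovered from the CPM (100% of the values within 0.001 of a whole number) were tested too. With edgeR, 191 higher and 482 lower genes were called between the genotypes on oil, 13 higher and 18 lower on CCl_4_, 1150 higher and 1076 lower between CCl_4_ and oil in wild type mice and 1981 higher and 1707 lower in *Lcn2* null mice. DESeq2 called 264 higher and 682 lower, 69 higher and 116 lower, 1287 higher and 1245 lower and 2070 higher and 1773 lower in the same order. On oil, the genotype calls were 96 higher and 319 lower without null replicate 1, 84 and 253 without null replicate 2, and 291 lower without wild type replicate 2. On CCl_4_, they were 15 lower without null replicate 1, 7 higher without null replicate 2, 23 higher without null replicate 3, 51 higher and 46 lower without wild type replicate 1, 6 and 10 without wild type replicate 2, and 18 lower without wild type replicate 3. At an unadjusted p under 0.05, 1252 genes differed between the genotypes on CCl_4_ and 2747 on oil.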

An MA plot is a scatter plot of log2 fold changes (on the y-axis) against the average expression signal (on the x-axis). In this regard, we are using the baseMean values from the output of the DESeq package for the mean expression value and the log2 fold changes from the same output also. Each gene with absolute fold change ≥ 1.5 and adjusted p -value ≤ 0.05 are considered as significant. Blue dots refer to downregulated genes, red dots to upregulated genes, and grey ones are non-significant genes. We show the top 10 regulated genes. 

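The genes with the largest changes between the genotypes on oil included several of secreted hepatocyte proteins. Among the 10 with the largest rise in *Lcn2* null mice and a mean level of at least 50 in the deposited table, *Mup19*, *Mup7* and *Mup18* encode major urinary proteins, with log2 fold changes of 3.28, 3.02 and 2.73. *Egr1*, an immediate early transcription factor, rose by 2.40 and the imprinted noncoding RNA *Meg3* by 2.69 on the log2 scale. Among the 10 that fell most were *Saa2* and *Saa3* (-5.77 and -4.53) and *Cxcl13*, the chemokine of B cells (-4.01). Mup genes, like the Saa genes, are copies that may share reads.
On CCl_4_, *Cyp3a41a* and *Cyp3a44*, cytochrome P450 enzymes of the female liver, were higher in *Lcn2* null mice, both at a log2 fold change of 2.74. *Cyp2b10*, a target of the nuclear receptor CAR, fell from 484 ± 86.8 to 204 ± 28.9 CPM. *Sds*, serine dehydratase, and *Tat*, tyrosine aminotransferase, which break down amino acids, had log2 fold changes of -1.24 and -0.83. *Sds* was not called without CCl_4_-injected null replicate 2 (-1.18), and *Tat* not without null replicates 1 and 2 (-0.76 and -0.85), wild type replicates 2 and 3 (-0.75 and -0.72), in 1 fit of all 12 libraries with its fold change unchanged, after rescaling by size factors or TMM (-0.88 and -0.88) or with edgeR (-0.91). Without the variance trend, *Cyp2b10*, *Sds* and *Tat* were not called, and with genes from all tables *Tat* was not. Of 25 genes of amino acid and urea metabolism, 6 were lower (9 when adjusted over the list alone; adjusted p = 1.4e-38 from camera, adjusted p = 0.19 with an estimated correlation), and 17 are drawn in the figures, so this is not independent evidence. Their number was 2 without null replicate 1, null replicate 2 or wild type replicate 2, 3 without wild type replicate 3 and 12 without wild type replicate 1, and edgeR called 3 and DESeq2 14.
Between CCl_4_ and oil, many of the genes that rose most were of cell division in both genotypes. In wild type mice they included *Cdca3*, *Ccnb2* and *Birc5* at log2 fold changes of 5.24, 5.22 and 5.14, with *Mmp12*, the elastase of macrophages, at 4.99. In *Lcn2* null mice they included *Cdc20*, *Ube2c* and *Cdk1* at 6.44, 6.05 and 5.51, and beside them rose *Ly6d* at 6.22 and the macrophage glycoprotein *Gpnmb* at 5.36. *Slc1a2*, the glutamate transporter of hepatocytes around the central vein, fell by 4.97 in wild type and 5.96 in *Lcn2* null mice on the log2 scale.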

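*Lcn2*, the gene deleted in the null mice, encodes lipocalin 2, a secreted protein that binds bacterial siderophores and is made by hepatocytes and neutrophils. Its transcript checks the labels of the libraries. *Lcn2* (ENSMUSG00000026822, chromosome 2 of GRCm38 from 32384633 to 32388252) held 7.74, 3.44 and 4.21 CPM in the *Lcn2* null libraries on oil and 16.7, 14.6 and 4.63 CPM in those on CCl_4_. In the wild type libraries it held 345, 739 and 1045 CPM on oil and 557, 424 and 405 CPM on CCl_4_. Each library labelled null was below each library labelled wild type. The log2 fold change between the genotypes was -6.78 on oil (standard error 0.33, adjusted p = 3.1e-07 from limma) and -5.30 on CCl_4_ (standard error 0.33, adjusted p = 9.5e-06 from limma). Which part of the gene the 3′ reads of the null libraries come from is not given in the values used here.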

We see *Lcn2* among the top downregulated genes in the first two comparisons, which is a good quality check.

Suppl. Figure 5: Heatmaps of top enriched GO terms. For each comparison, the heatmap of the top variable genes from top enriched GO terms is shown. First, we select the top 10 positively enriched and the top 10 negatively enriched GO terms. 

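Transcripts of dividing cells were far higher after CCl_4_ than after oil in both genotypes. All 38 mitosis genes were higher on CCl_4_ than on oil in wild type mice and in *Lcn2* null mice, with limma and with edgeR. *Mki67* was at 77.3 ± 21.1 CPM on CCl_4_ and 3.07 ± 1.77 CPM on oil in wild type mice (log2 fold change 4.32, adjusted p = 2.5e-08 from limma). In *Lcn2* null mice it was at 1.35 ± 0.261 CPM on oil, and its log2 fold change was 5.28 (adjusted p = 1.0e-09 from limma). *Ccna2*, cyclin A2, rose by 3.07 and 3.41 on the log2 scale in wild type and *Lcn2* null mice. *Rrm2*, the subunit of ribonucleotide reductase that dividing cells make for their supply of deoxynucleotides, rose by 3.55 and 5.13.
The median log2 fold change of the mitosis genes was 3.81 in wild type mice (adjusted p = 1.7e-176 from camera, adjusted p = 0.15 with an estimated correlation) and 4.48 in *Lcn2* null mice (adjusted p = 4.4e-153 from camera, adjusted p = 0.035 with an estimated correlation). Adjusted over the list alone, 38 and 38 were higher. The paper's figures draw 31 of them in the first comparison, so the direction is not independent evidence. Of 49 DNA replication genes, 40 were higher with limma and 34 with edgeR in wild type mice (42 higher when adjusted over the list alone; adjusted p = 1.7e-17 from camera, adjusted p = 0.3 with an estimated correlation), and 47 with limma and 45 with edgeR in *Lcn2* null mice (47 higher when adjusted over the list alone; adjusted p = 2.8e-32 from camera, adjusted p = 0.084 with an estimated correlation). Of 23 repair and checkpoint genes, 16 were higher with limma and 12 with edgeR in wild type mice, and 21 and 17 in *Lcn2* null mice. In the authors' deposited tables, the mitotic cell cycle stands in place 1 of the higher terms in wild type mice with 201 genes, and the cell cycle in place 1 in *Lcn2* null mice with 257 genes. Each of these tables lists terms by the corrected p of an ordered query in gprofiler2, for genes changed at least 1.5-fold in one direction.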

From these, we extract all genes significantly regulated as computed by the gprofiler2 (see method description) package. 

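In wild type mice, CCl_4_ raised genes of scar tissue and lowered genes of the hepatocytes around the central vein. *Col1a1* was at 447 ± 192 CPM on CCl_4_ and 12.8 ± 2.17 CPM on oil, and *Col3a1* rose by 3.44 on the log2 scale. *Gpnmb* and *Trem2*, genes of the macrophages that gather around lipid and scars, rose by 4.76 and 3.26. *Cyp2e1* had a log2 fold change of -2.79, and *Oat*, ornithine aminotransferase of the same cells, of -2.89. *Clec4f* and *Cd163*, genes of resident Kupffer cells, had log2 fold changes of -1.12 and -1.82.
Of 21 collagens, 17 were higher with limma and 12 with edgeR (17 when adjusted over the list alone; adjusted p = 2.8e-20 from camera, adjusted p = 0.2 with an estimated correlation). Of 30 other matrix genes, 20 were higher and 3 lower with limma and 20 and 4 with edgeR (adjusted p = 3.7e-07 from camera, adjusted p = 0.3 with an estimated correlation). Of 15 markers of stellate cells and myofibroblasts, 9 were higher with limma, 6 with edgeR and 5 without CCl_4_-injected replicate 1. Of 10 lipid-associated macrophage markers, 8 were higher with limma, and 8 higher and 1 lower with edgeR (8 when adjusted over the list alone; adjusted p = 4.2e-31 from camera, adjusted p = 0.14 with an estimated correlation). Of 16 Kupffer cell markers, 8 were lower with limma and with edgeR (8 when adjusted over the list alone; adjusted p = 7.8e-07 from camera, adjusted p = 0.32 with an estimated correlation). Of 22 neutrophil markers, 5 were lower with limma and 6 with edgeR (adjusted p = 5.8e-06 from camera, adjusted p = 0.2 with an estimated correlation), among them *Prtn3* at a log2 fold change of -2.04. Of 26 acute-phase genes, 20 were lower with limma and 23 with edgeR (21 when adjusted over the list alone; adjusted p = 1.4e-23 from camera, adjusted p = 0.18 with an estimated correlation), *Saa1* by 3.59 and *Lbp* by 1.68 on the log2 scale, against oil libraries that differ among themselves in *Saa1*.
Of 18 pericentral markers, 11 were lower and 2 higher with limma, and 13 and 1 with edgeR (adjusted p = 1.0e-37 from camera, adjusted p = 0.14 with an estimated correlation). Of 16 genes of bile acid synthesis and transport, 10 were lower with limma and 11 with edgeR (adjusted p = 2.5e-14 from camera, adjusted p = 0.15 with an estimated correlation), among them *Cyp8b1*, which makes cholic acid, at a log2 fold change of -2.61. Where the number of genes in the other direction is not given, limma and edgeR called at most 1 there. Several of these lists hold genes drawn in the paper's figures and are not independent evidence of their direction. In the authors' deposited table, the complement and coagulation cascades stand in place 1 of the terms lower in wild type mice on CCl_4_, with 22 genes.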

Then, these genes are sorted by variance across all

samples, and the top 50 variable genes are selected. The underlying expression matrix is the normalized one using the variance stabilization transformation of the DESeq2 package. Finally, the hierarchical clustering is performed based on the euclidean distance.

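In *Lcn2* null mice, CCl_4_ also raised genes of scar tissue, of macrophages and of monocytes, and lowered genes of hepatocyte metabolism. *Col1a1* rose by 5.84 and *Acta2* by 4.99 on the log2 scale. *Timp1* was at 17.2 ± 9.46 CPM on CCl_4_ and 0.423 ± 0.343 CPM on oil. *Ccr2*, the chemokine receptor of monocytes that enter tissue, had a log2 fold change of 2.70, *Cd14* of 1.89 and *S100a9* of 1.68. *Cyp2e1* and *Cyp8b1* fell by 3.76 and 4.14, and *Gnmt*, which disposes of methyl groups, by 1.54.
Of 21 collagens, 16 were higher with limma and 14 with edgeR (adjusted p = 1.6e-09 from camera, adjusted p = 0.32 with an estimated correlation). Of 30 other matrix genes, 23 were higher with limma and 20 with edgeR (adjusted p = 5.7e-06 from camera, adjusted p = 0.46 with an estimated correlation), and of 15 markers of stellate cells 11 and 9. All 10 lipid-associated macrophage markers were higher with both tools (adjusted p = 3.5e-20 from camera, adjusted p = 0.15 with an estimated correlation). Of 20 markers of monocytes and inflammatory macrophages, 20 were higher with limma and 16 with edgeR (adjusted p = 0.00015 from camera, adjusted p = 0.46 with an estimated correlation). Of 16 genes of bile acid synthesis and transport, 12 were lower with limma and 15 with edgeR (adjusted p = 5.2e-27 from camera, adjusted p = 0.035 with an estimated correlation). Of 25 genes of amino acid and urea metabolism, 15 were lower with limma and 20 with edgeR (adjusted p = 7.0e-25 from camera, adjusted p = 0.035 with an estimated correlation), and of 25 cytochrome P450 genes 14 and 18 (adjusted p = 5.5e-25 from camera, adjusted p = 0.038 with an estimated correlation). Of 18 pericentral markers, 12 were lower with limma and 13 with edgeR (adjusted p = 3.2e-33 from camera, adjusted p = 0.076 with an estimated correlation). In the other direction, limma and edgeR called at most 2 genes of any of these lists. Metabolism of amino acids stands in place 1 of the lower terms in the authors' deposited table, with 81 genes.
Of the 2914 genes called higher on CCl_4_ in wild type mice among 15194 tested in both genotypes, 2251 were also called higher in *Lcn2* null mice (77.2%), where independent lists would share 885, and 8 were called lower. Of the 499 called lower, 274 were also called lower in *Lcn2* null mice (54.9%), where independent lists would share 23.0, and 22 were called higher. The 2 comparisons share no library. After rescaling by size factors the shares were 75.4% and 66.3%. Across genes, the log2 fold changes of both genotypes had a Pearson correlation of 0.782 and a Spearman correlation of 0.652, and genes are not independent replicates.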

Suppl. Figure 6: Western blot quantification. Western blot quantification of Figure 7A in relation to GAPDH shows significantly increased cyclin D1, and phosphorylated retinoblastoma protein (Rb), and PCNA, while no significant differences in cyclin E, CDK2, and cyclin A. The LCN2 protein increased in wild type livers in both mineral oil and CCl₄ application.

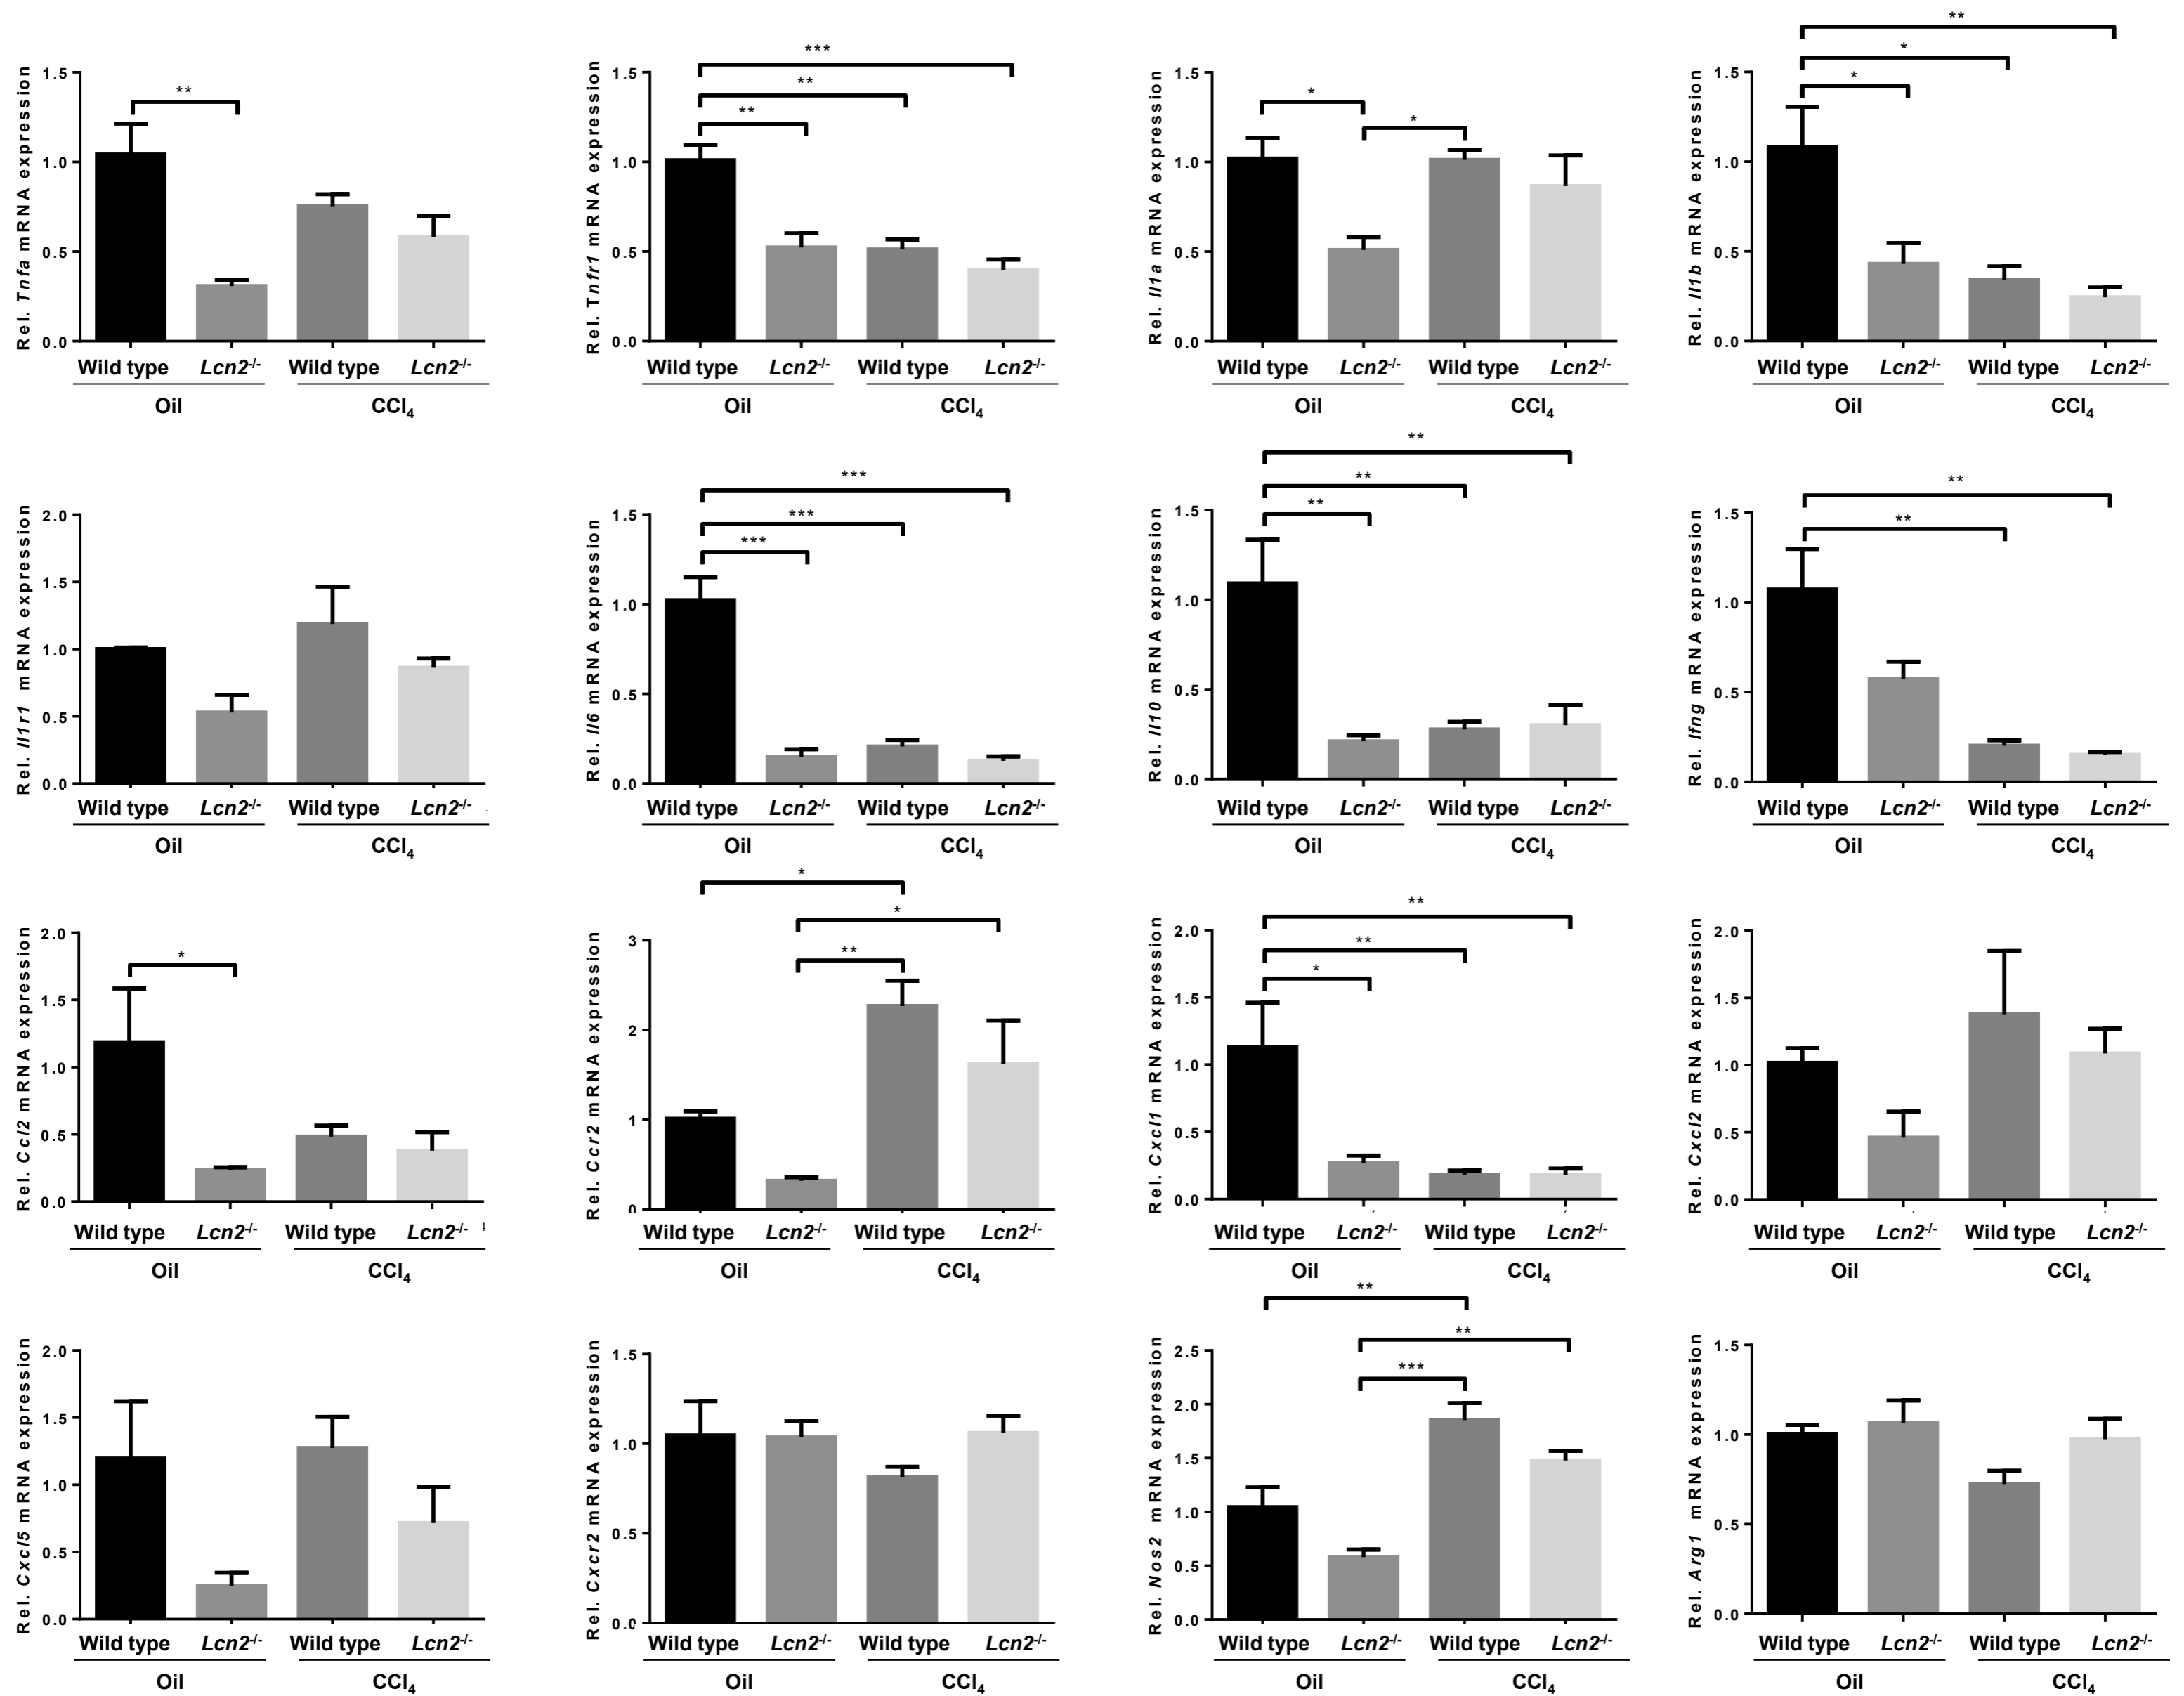

Suppl. Figure 1

A

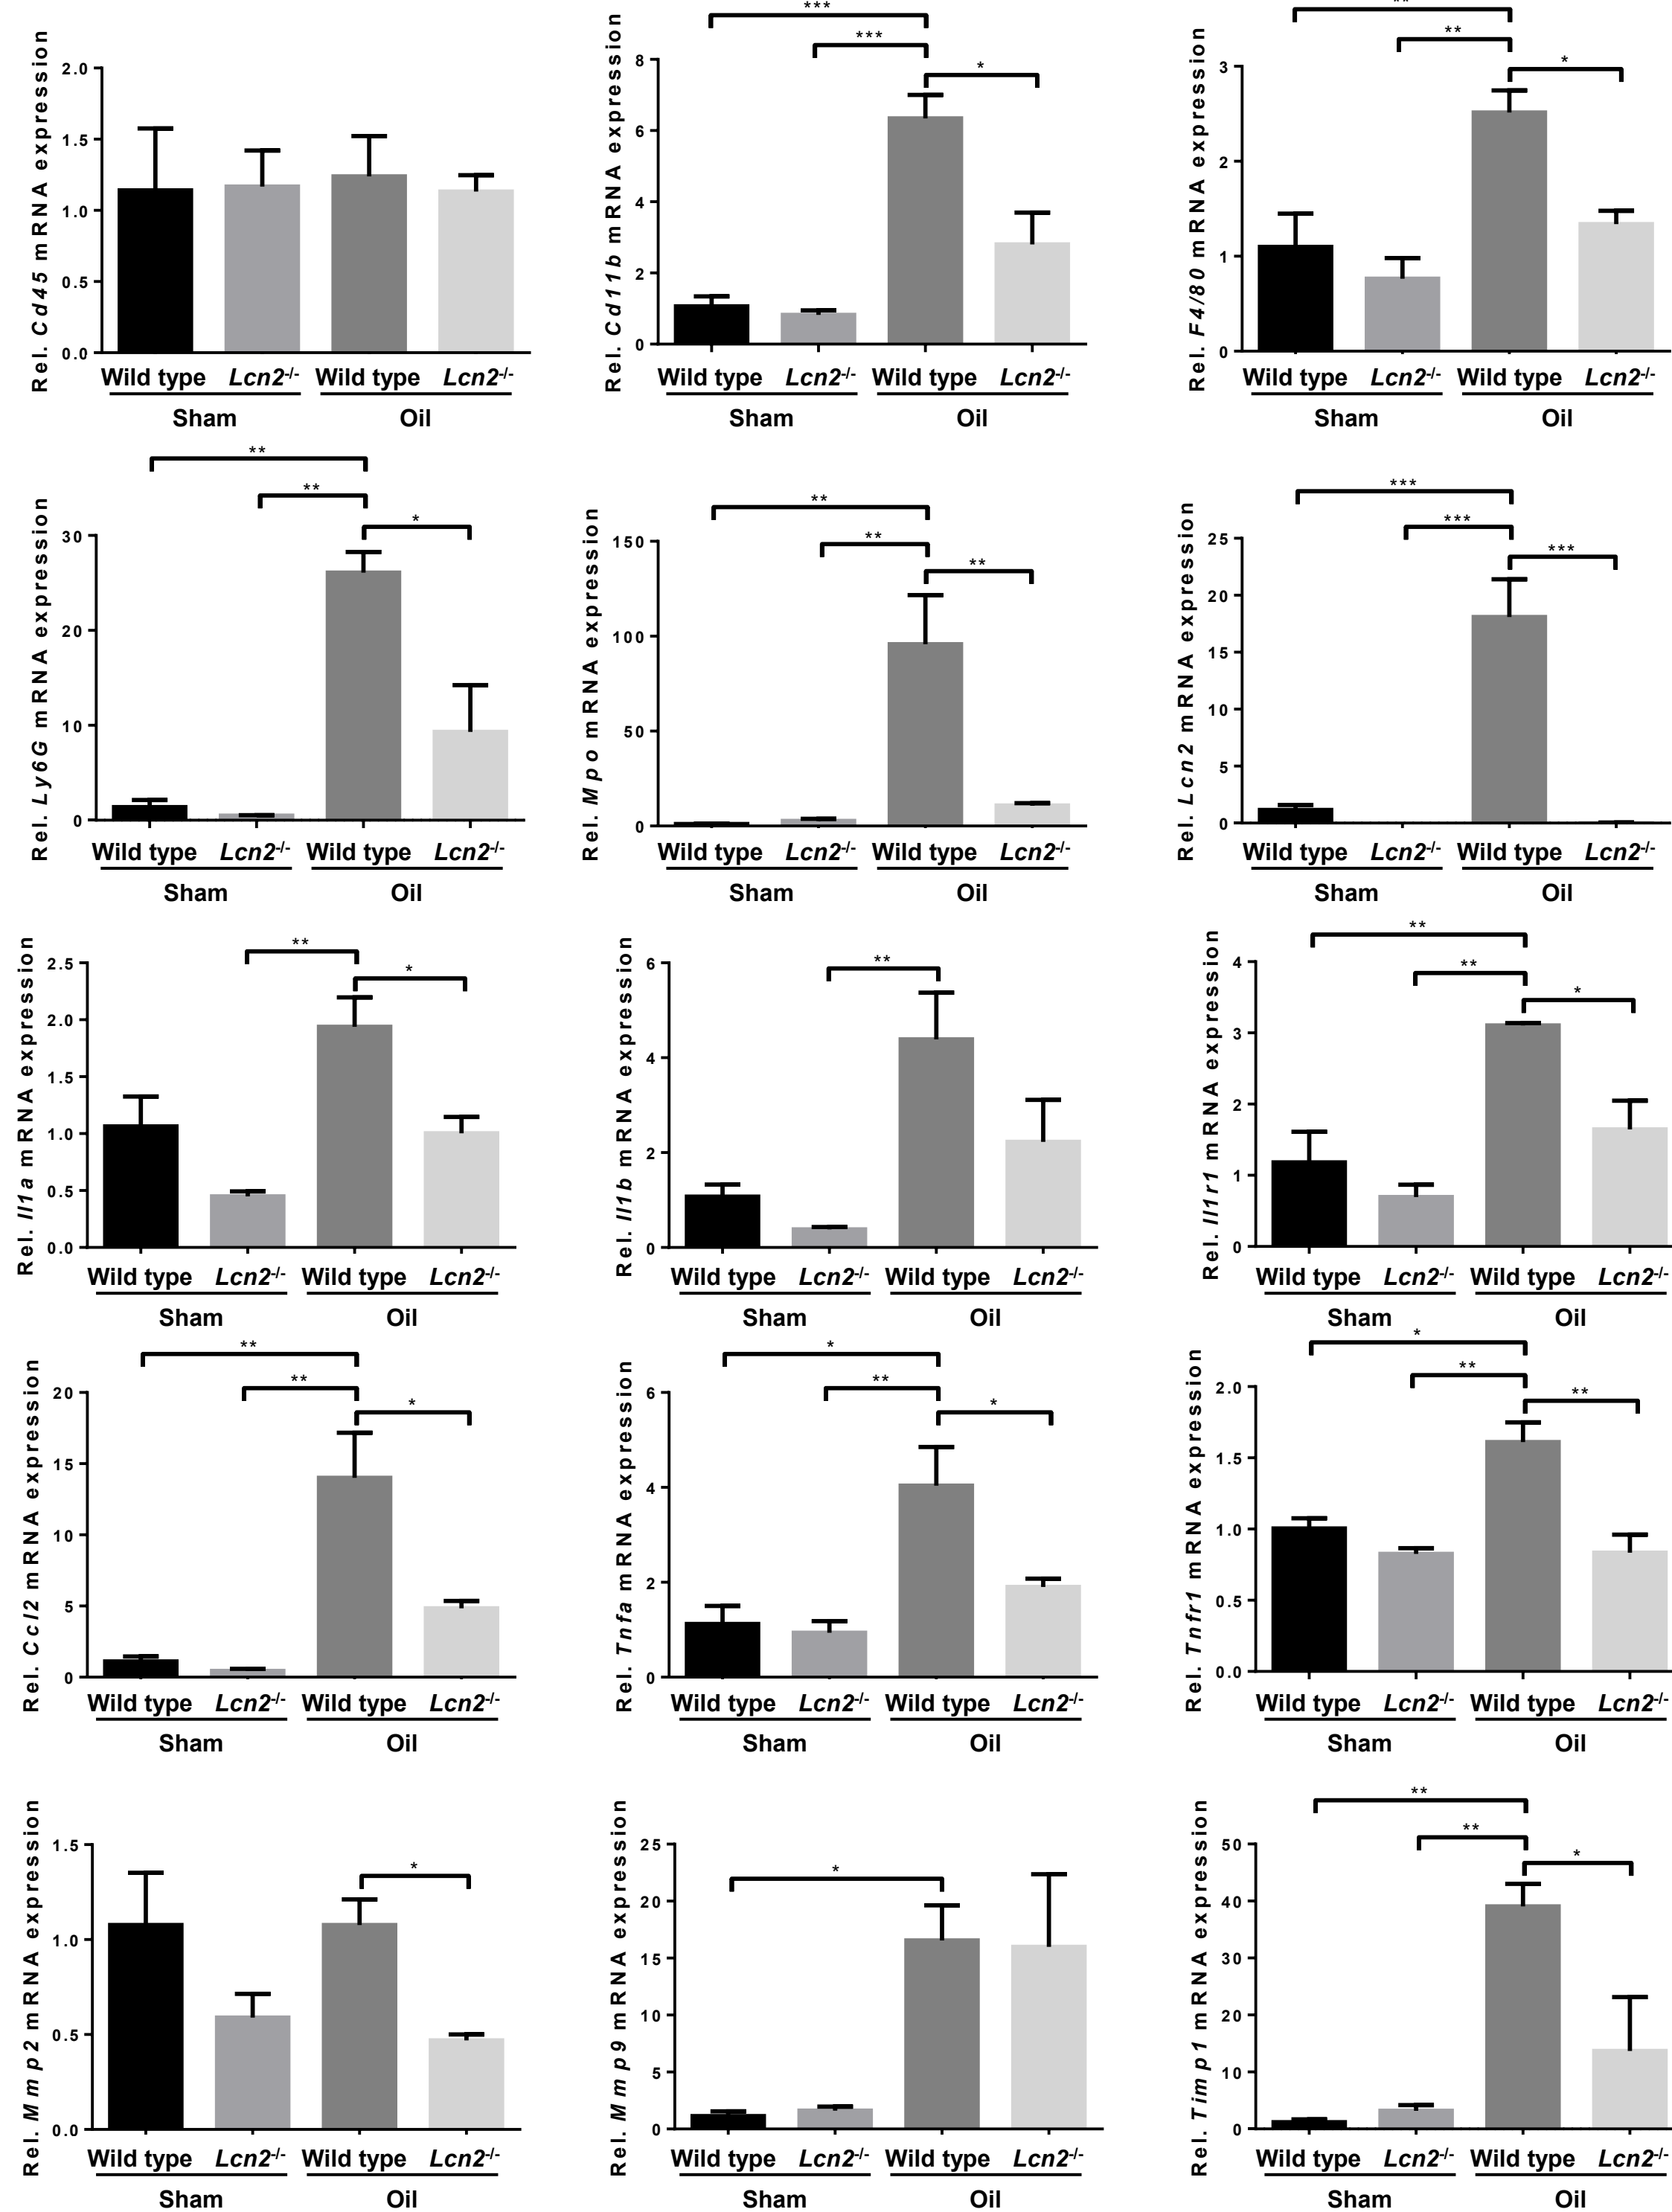

B

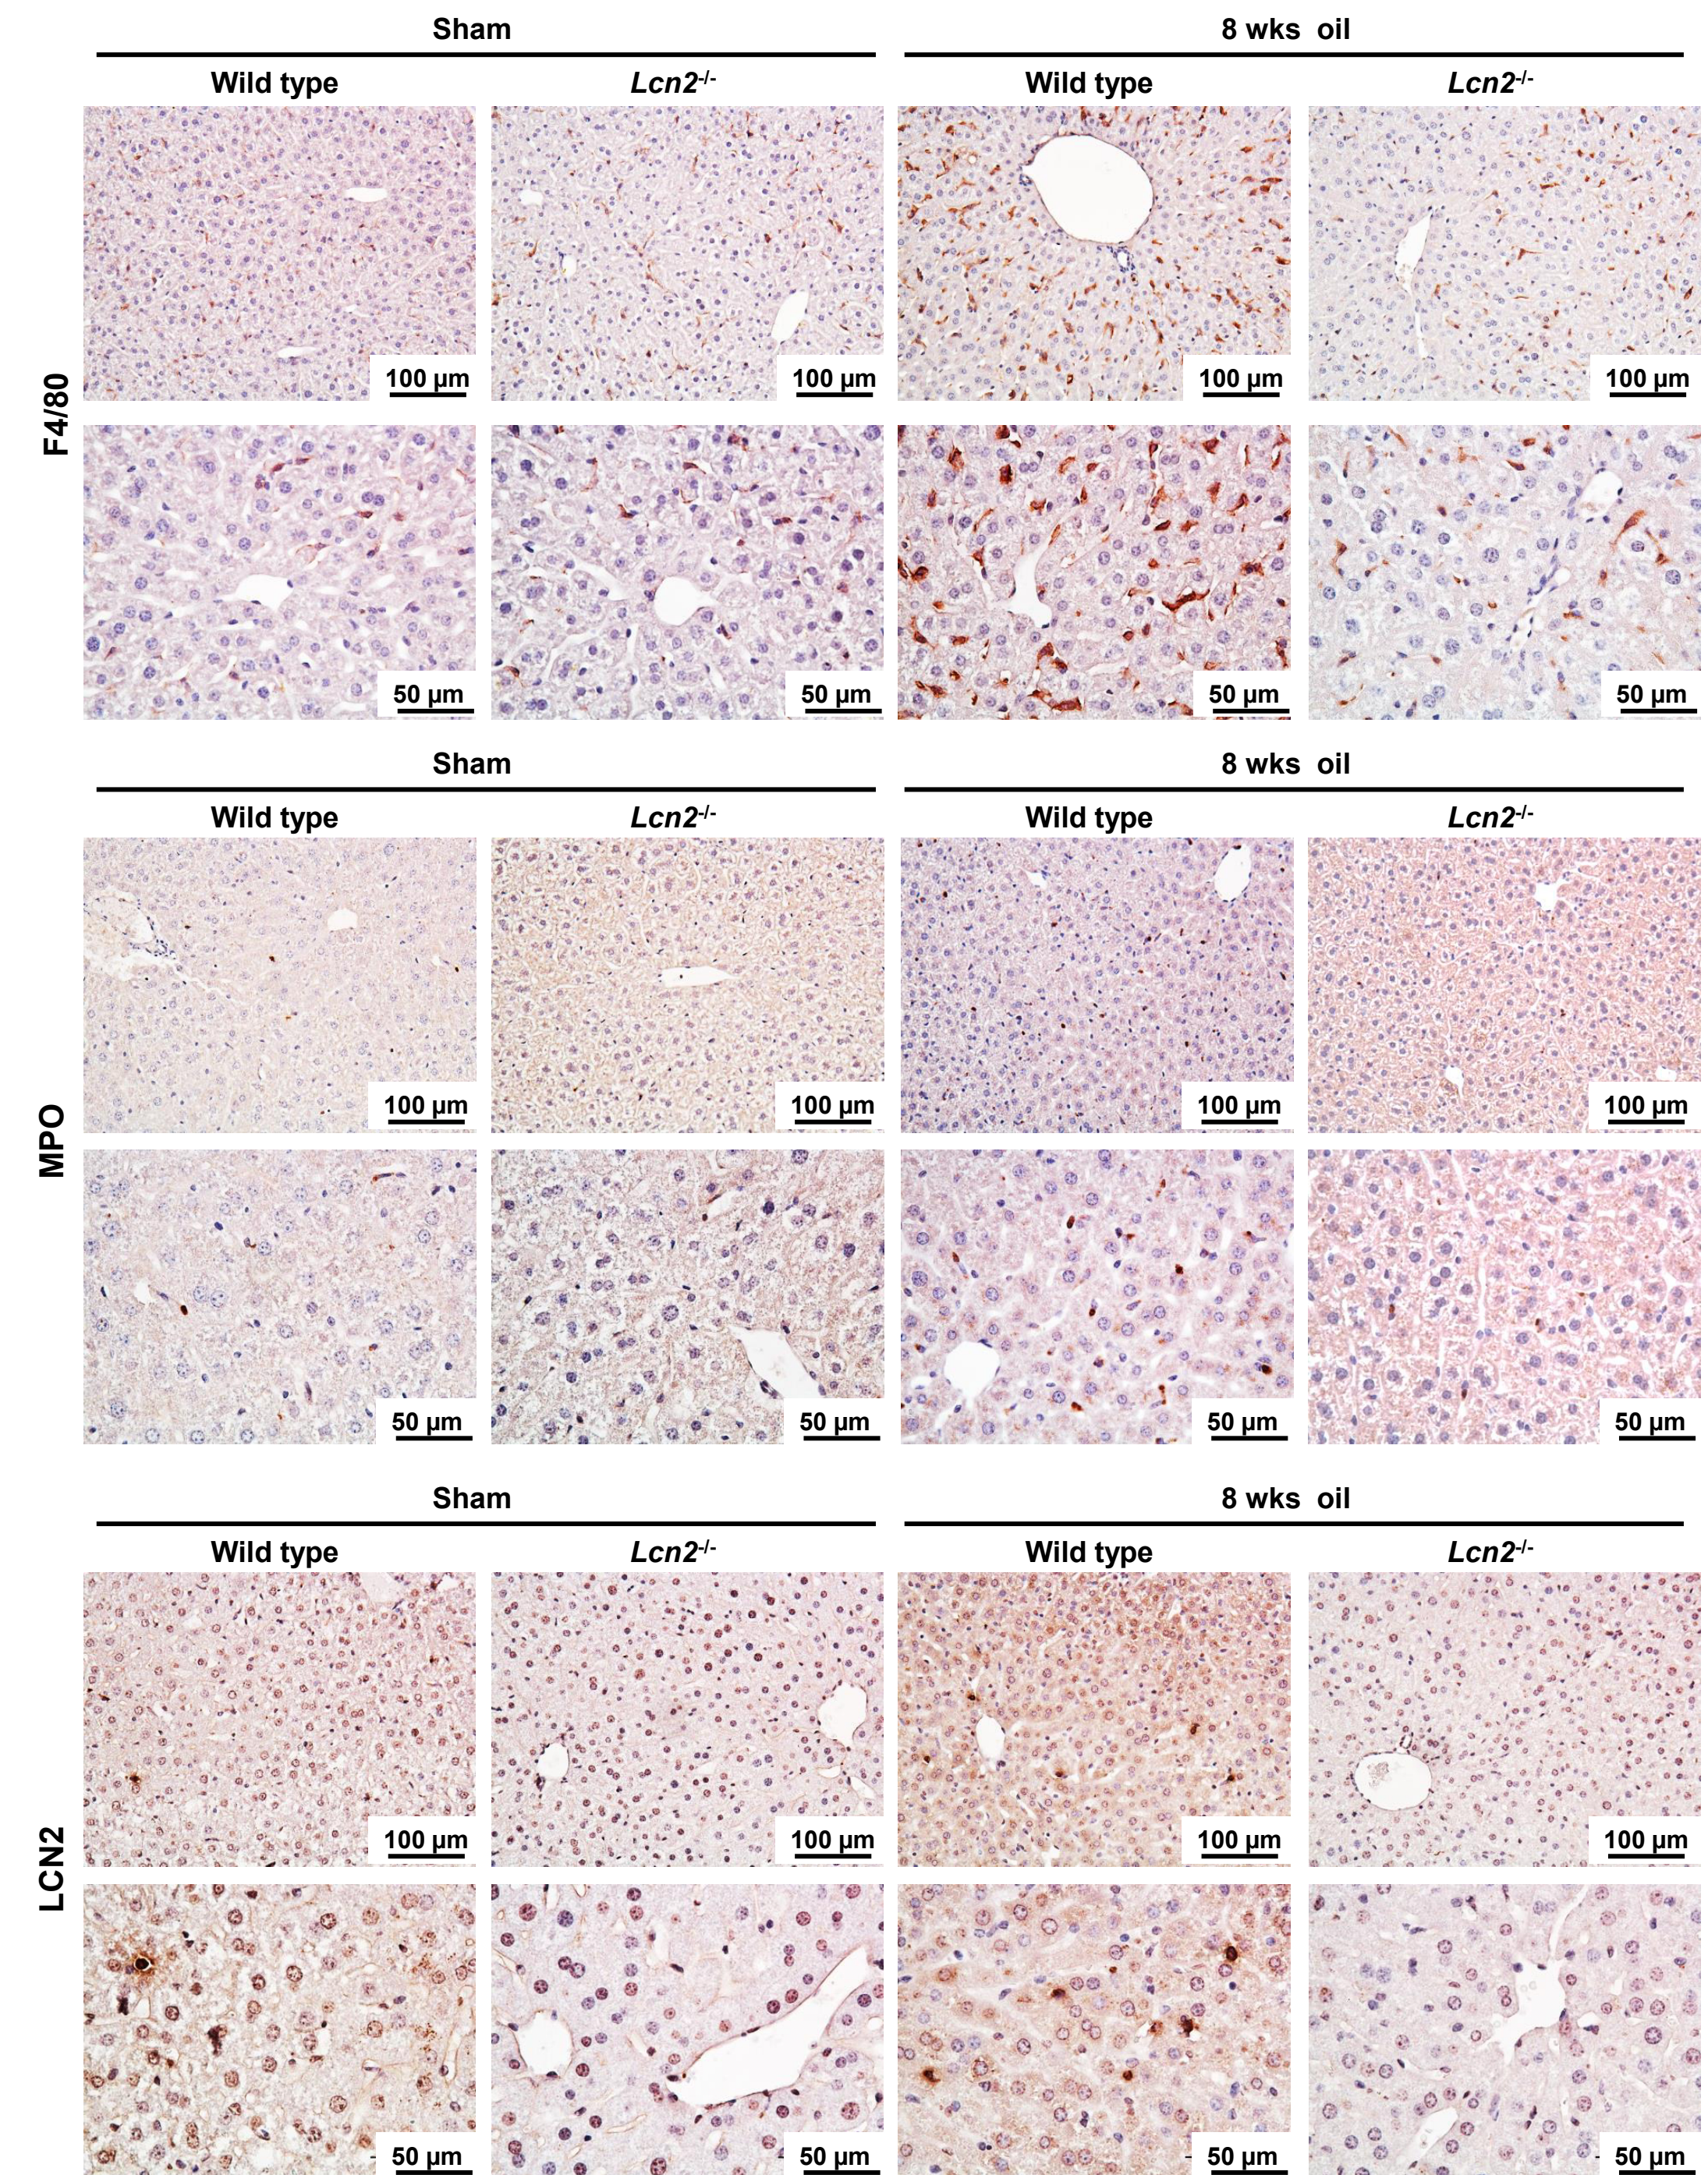

Suppl. Figure 2

***Lcn2*^{-/-} (CCl₄) vs. Wild type (CCl₄)**

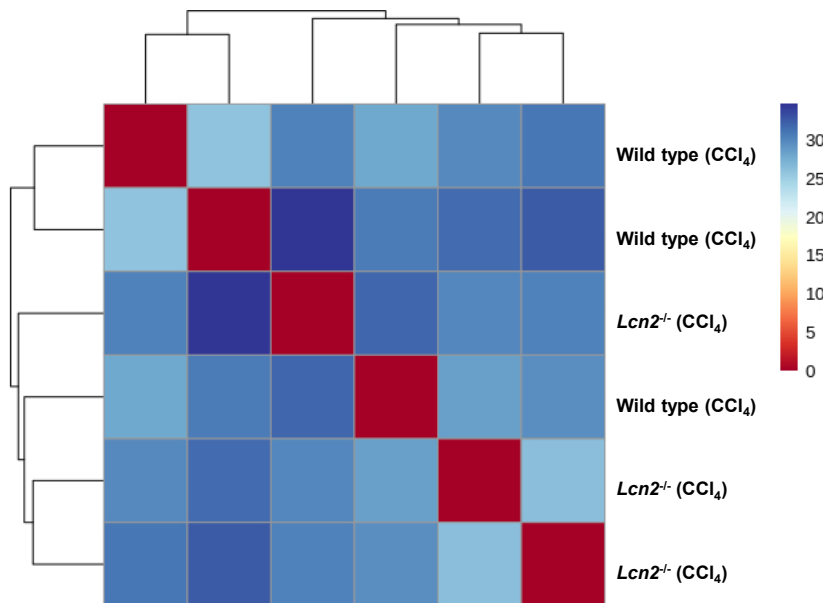

***Lcn2*^{-/-} (Oil) vs. Wild type (Oil)**

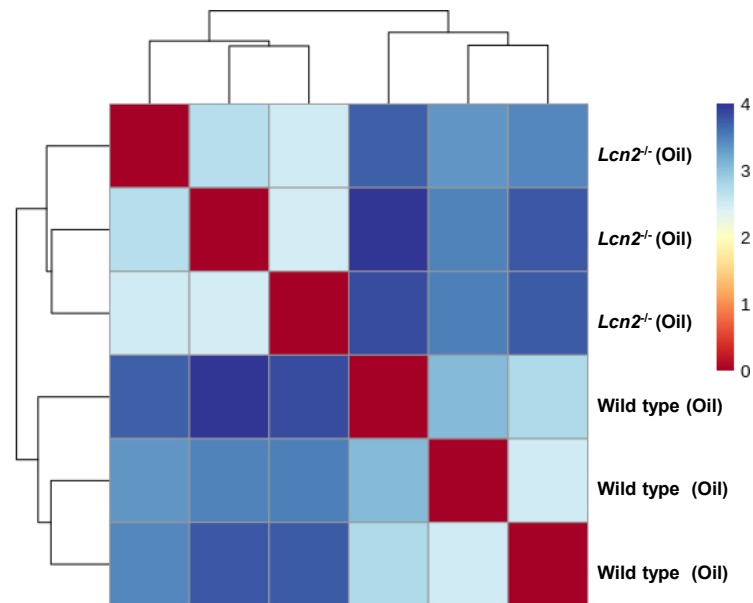

Wild type (CCl₄) vs. Wild type (Oil)

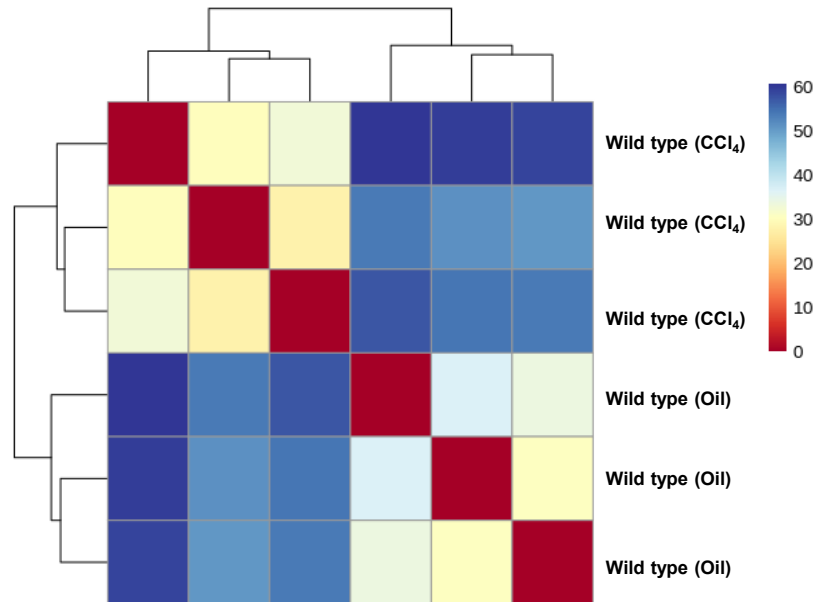

***Lcn2*^{-/-} (CCl₄) vs. *Lcn2*^{-/-} (Oil)**

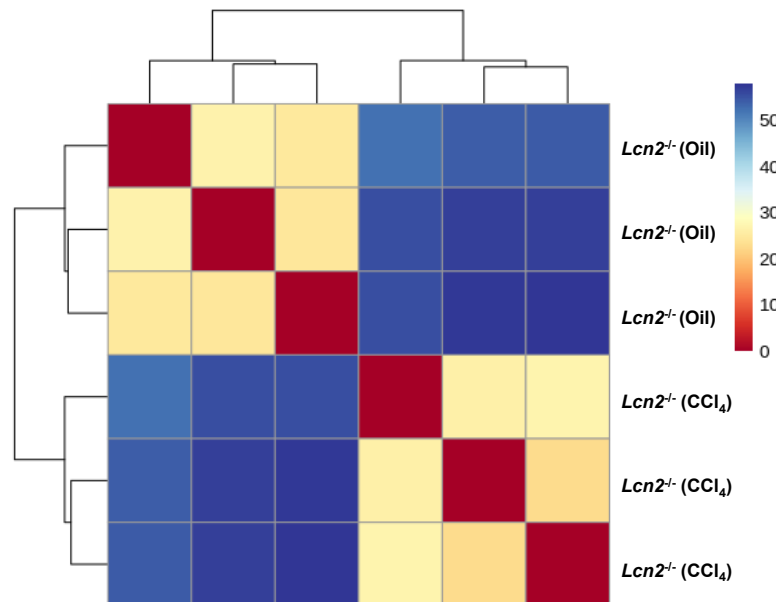

***Lcn2*^{-/-} (CCl₄) vs. Wild type (CCl₄)**

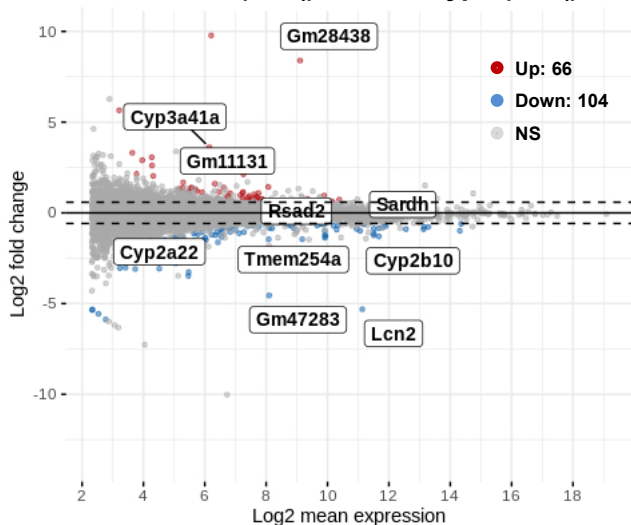

***Lcn2*^{-/-} (Oil) vs. Wild type (Oil)**

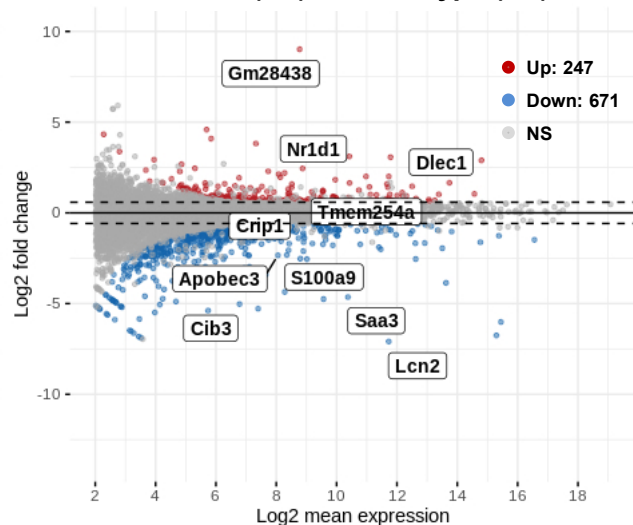

Wild type (CCl₄) vs. Wild type (Oil)

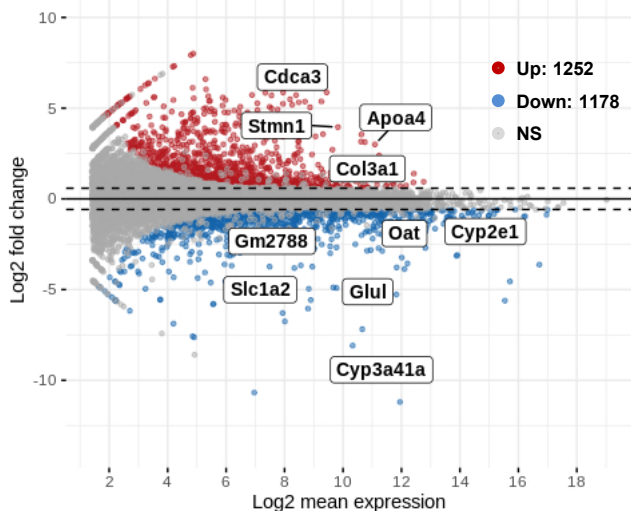

***Lcn2*^{-/-} (CCl₄) vs. *Lcn2*^{-/-} (Oil)**

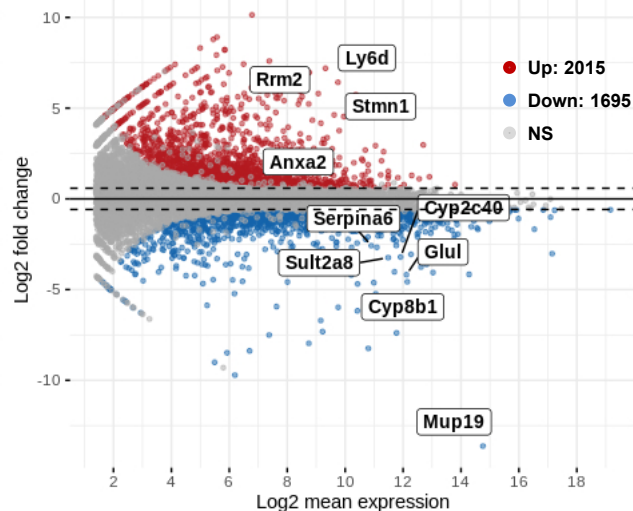

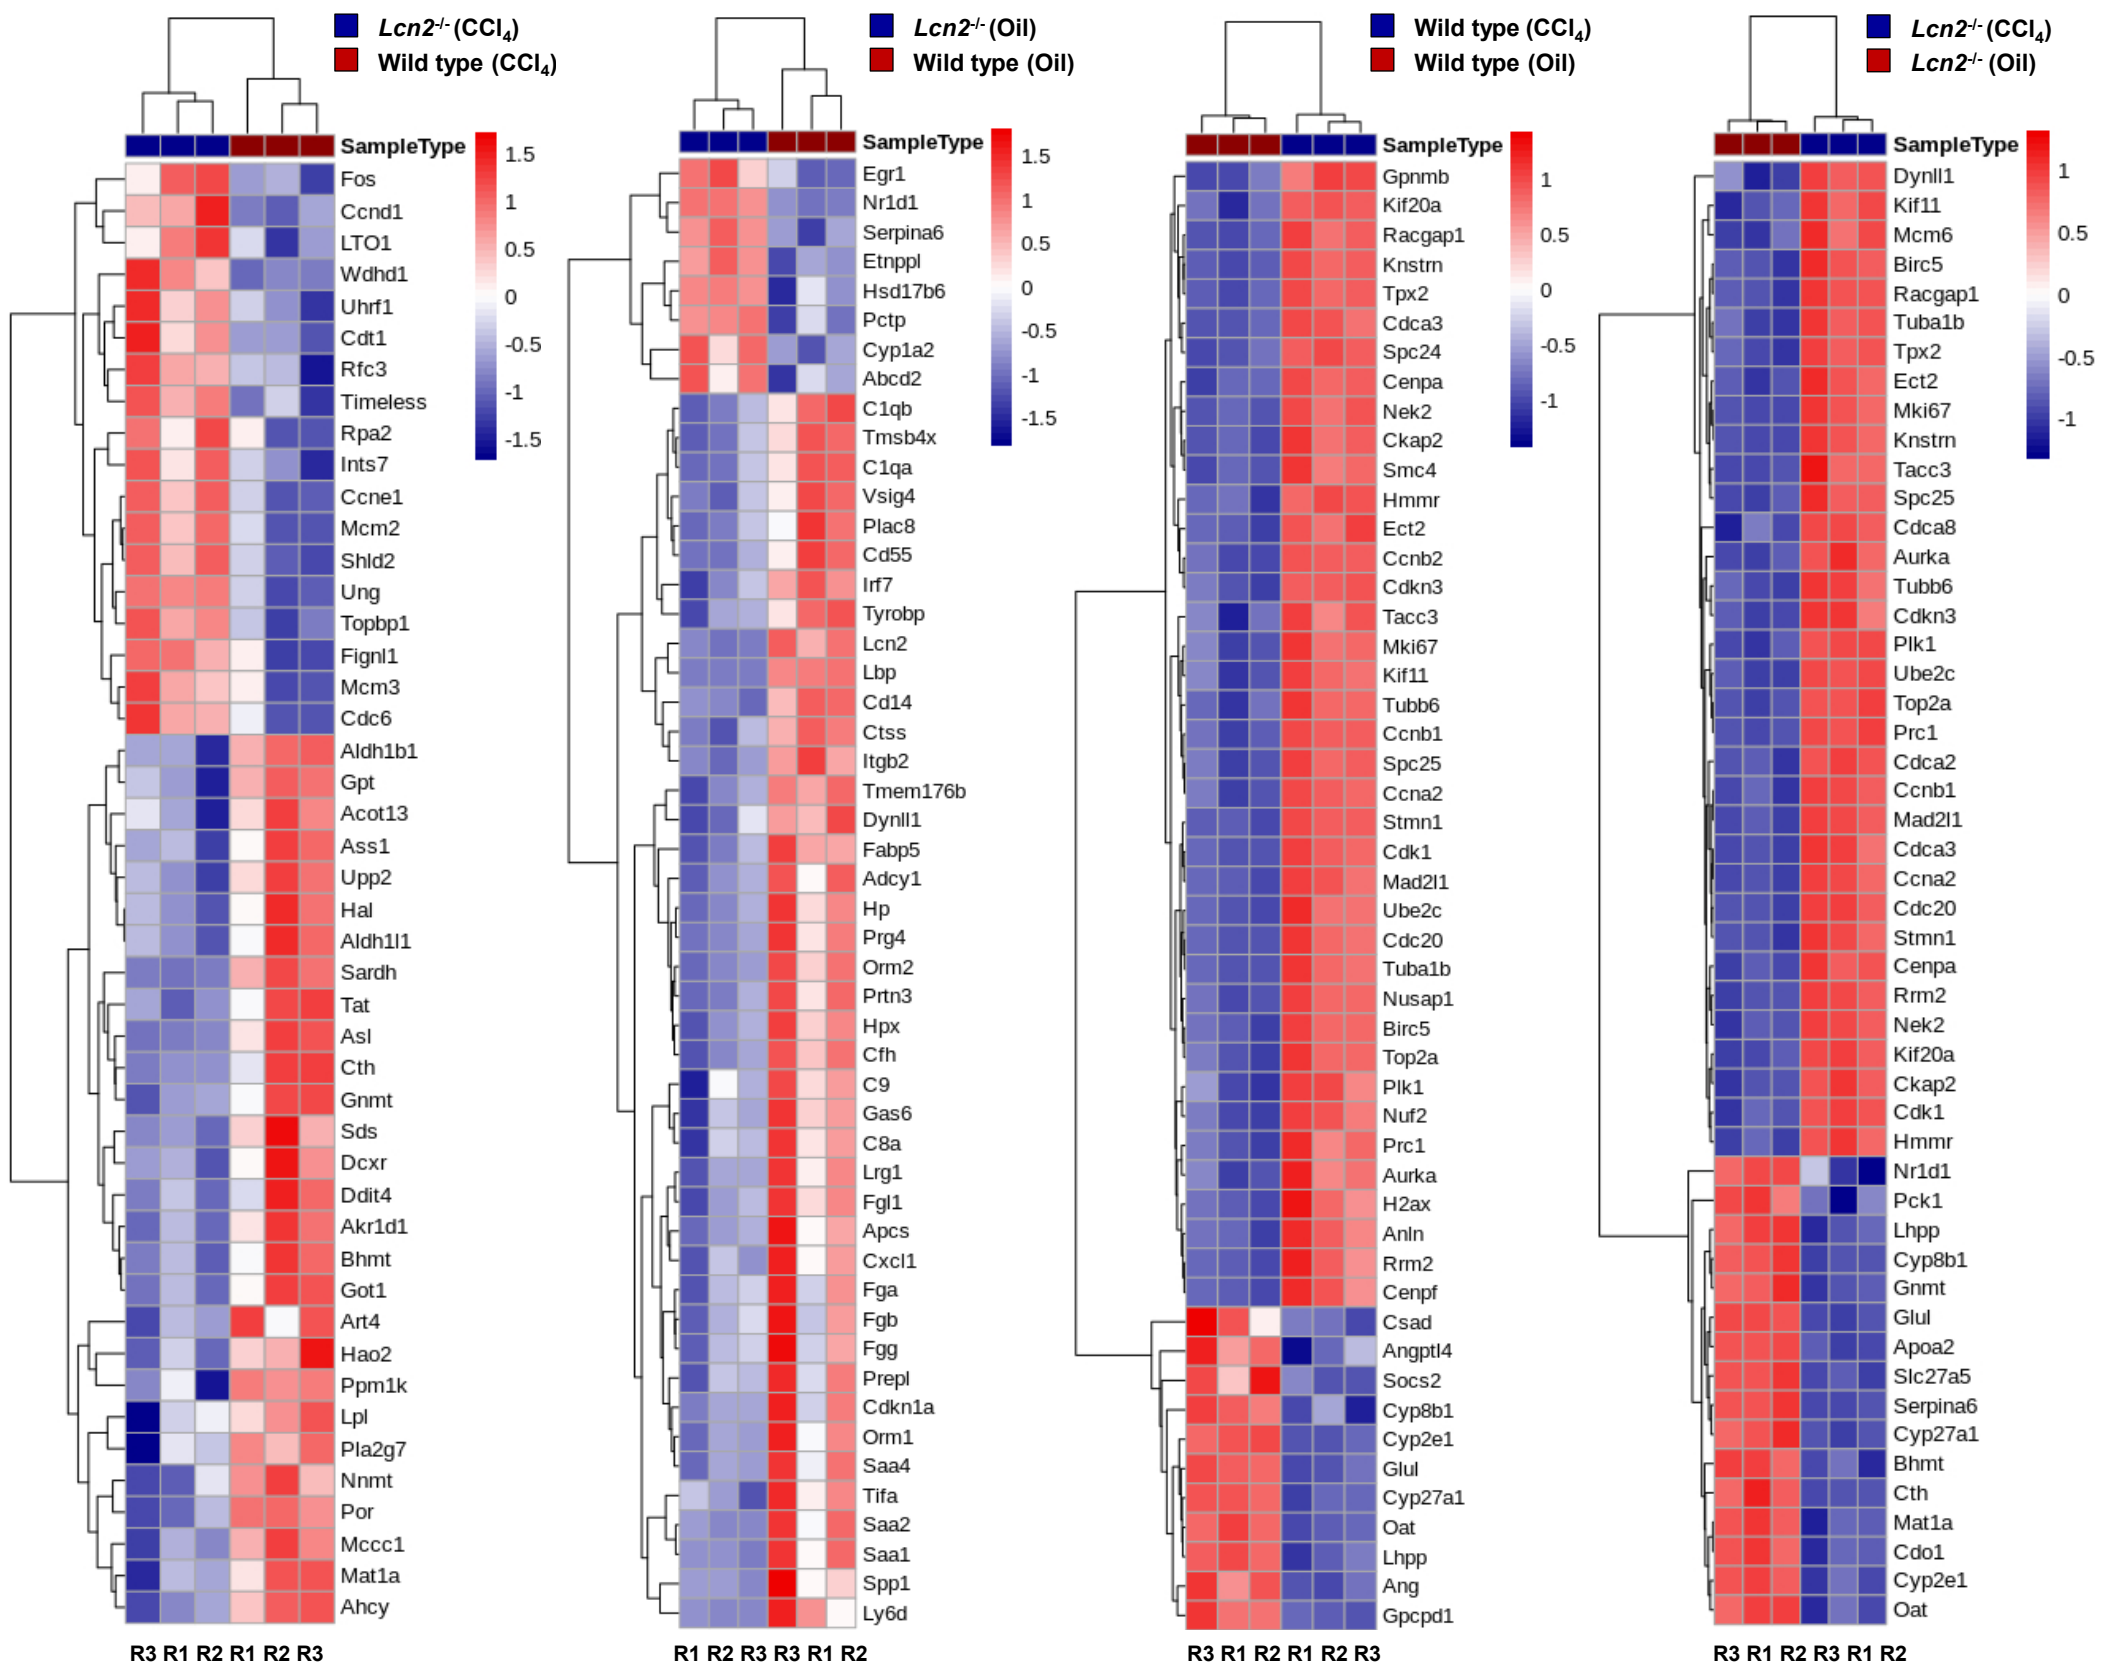

Suppl. Figure 5

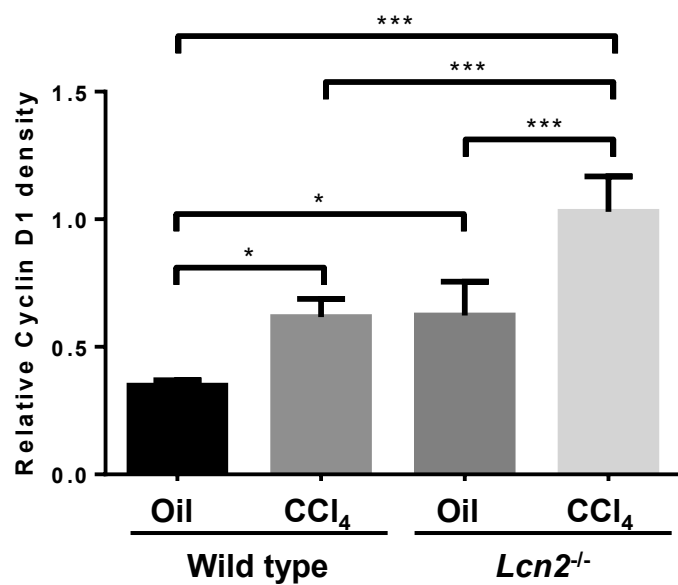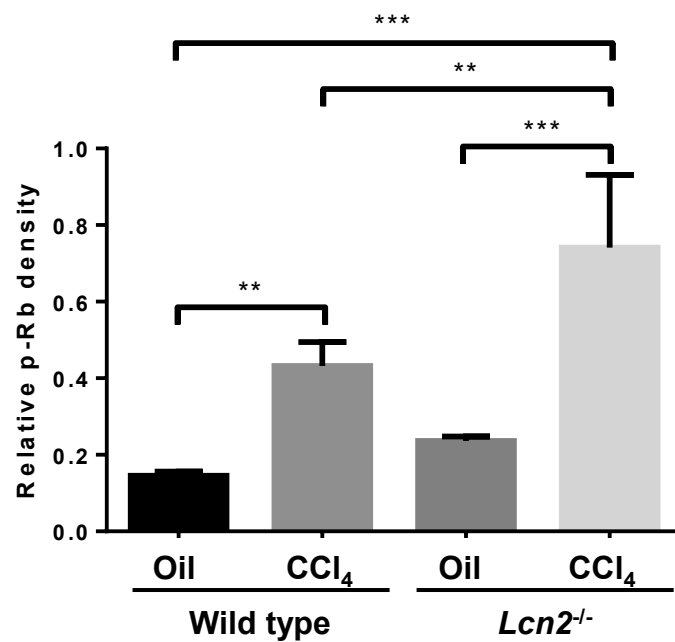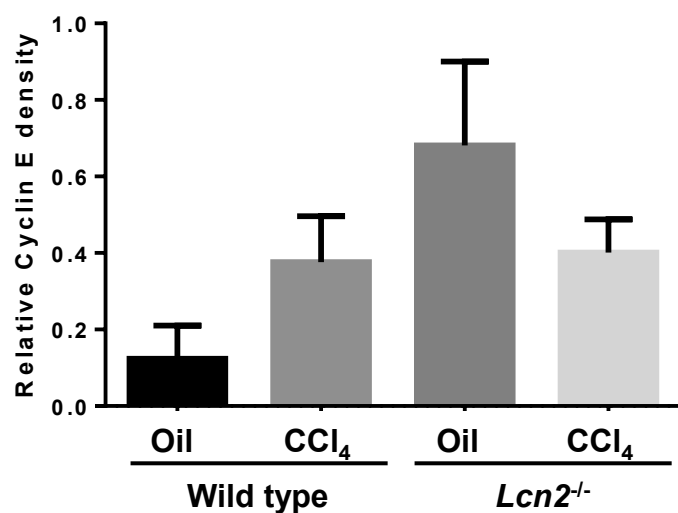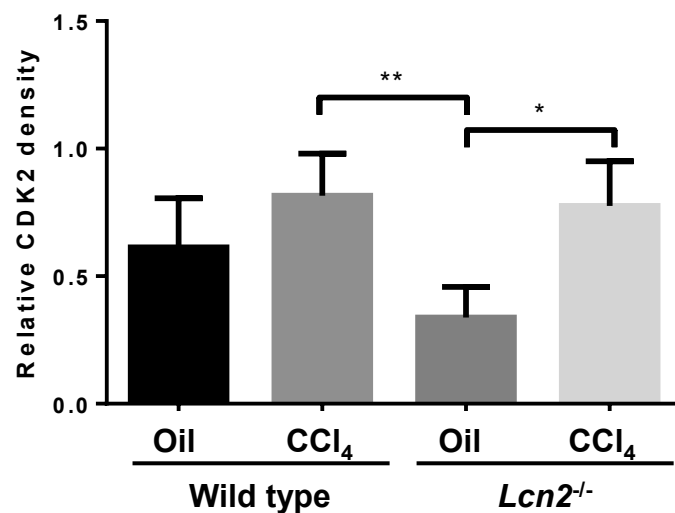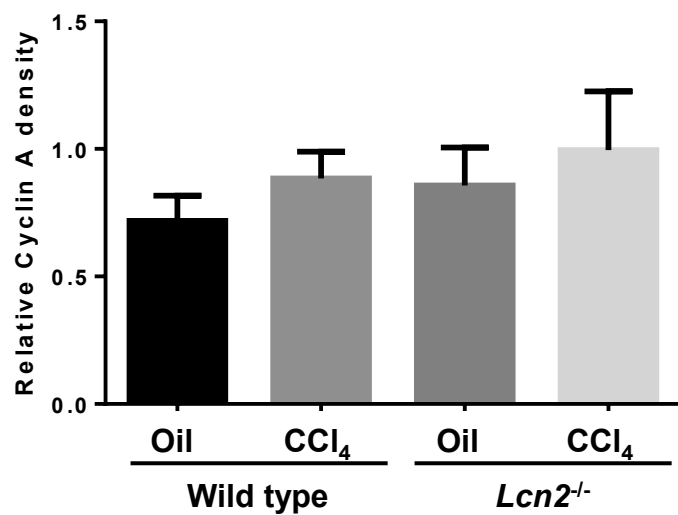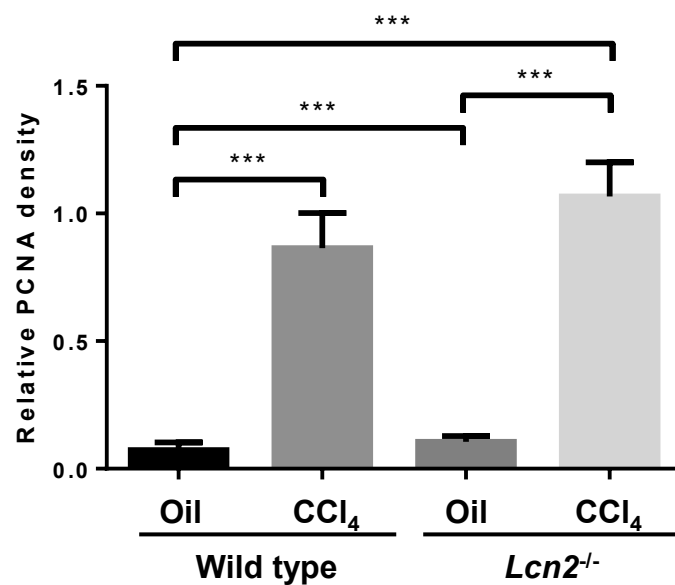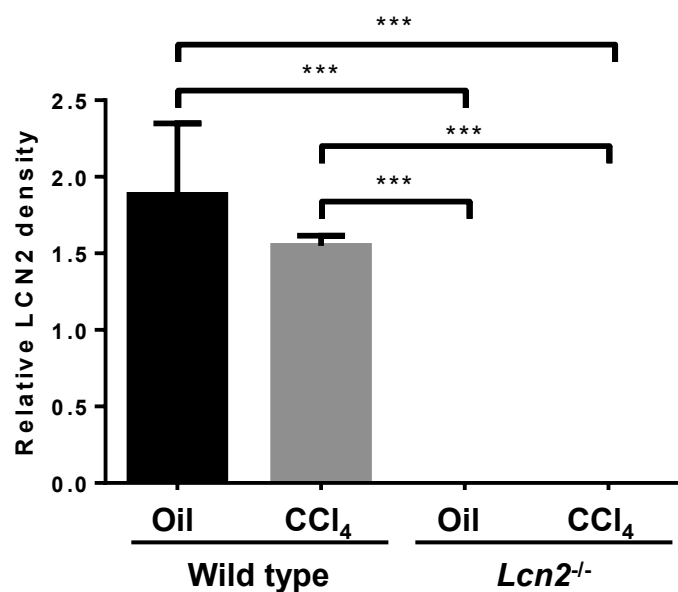

Suppl. Figure 6

How the deposited data were processed for this re-analysis (not part of the article)

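The data are RNA-seq of whole liver from wild type and *Lcn2* null mice injected with mineral oil or with CCl_4_ in mineral oil, in 4 groups of 3 libraries each. The replicates are given only as numbers, so it is not known whether they are separate mice. Every value column could be matched to a library of the sample sheet, and 0 were left unmapped.
The authors prepared the libraries with the rapid MACE kit and sequenced them on a NextSeq 500. They ran the nf-core RNA-Seq pipeline 3.0, with fastqc 0.11.9, preseq 2.0.3, TrimGalore 0.6.6 and STAR 2.6.1d on mm10. For the counts per gene, their methods name Salmon and the submitters' processing notes list featureCounts of Subread. Before deposition, the authors scaled these counts to the total of each library, so that the deposited CPM values are reads per gene as a share of all reads in genes, without size factors. The deposited mean level of a gene, called baseMean, is a signal that the authors made by dividing counts by DESeq2 size factors and averaging the 6 libraries of a comparison. The deposited log2 fold changes and their standard errors, also log2 values, come from the authors' DESeq2 1.30.0 with a local fit, no prior on the fold change and the Wald test. The score deposited beside them is the Wald statistic, the fold change divided by its standard error by the authors. The deposited p-values are the authors' Wald p and its Benjamini-Hochberg adjustment over all genes of a table, and recomputing the adjustment gave the same values. The authors' 8 deposited enrichment tables hold p-values from ordered queries with gprofiler2 0.2.0, corrected with its gSCS method at a threshold of 0.05. In these tables the headers of the number of query genes and of the number of shared genes are exchanged, and the titles of those for wild type mice name the CCl_4_ group against itself, so the comparison was taken from the listed genes.
The CPM of a library were identical in the 2 tables that hold it, and each value was within 0.001 of a whole number of reads after division by the step of its library. Libraries and genes were grouped by genotype and injection only. The unit had been left open when the design was written, and the test for normalized values was used because CPM were deposited. In each of the 4 comparisons, the genes of its table were tested with limma 3.58.1 in R 4.3.3, on log2(CPM + 1) of the 6 libraries, with a trend of the variance over the mean and Benjamini-Hochberg adjustment. Genes were called at an adjusted p of at most 0.05 and a log2 fold change over 0.56 (1.47-fold). The paper's threshold for its lists of regulated genes is 1.5-fold, and the counts at that threshold stand in the part on differences. The difference of the CCl_4_ response between the genotypes was tested in a fit of all 12 libraries. Gene lists for cell types and pathways of the liver were fixed before the data were examined, 42 in all, of which 41 had enough measured genes. They were tested with camera and a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 41 lists, and with a correlation estimated from the libraries. Gene positions come from the GENCODE M21 annotation of GRCm38. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.
The named genes are, per comparison, the 10 called genes with the largest positive and the 10 with the largest negative log2 fold change among those with a deposited mean level of at least 50, predicted genes included. Of each gene list described, up to 4 called members per direction with the largest absolute statistic are named. Genes that the paper names in its text, in Fig. 6, in Suppl. Fig. 4 or in its RT-qPCR figures are named where the passage is about them, and those figures had been seen when this rule was written. For the difference of the CCl_4_ response, the rule takes the 10 called genes with the largest difference in each direction among those with a mean level of at least 50 in both treatment tables. Other genes are said to be chosen after their values were seen.
For the counts of called genes, alternatives set before the data were examined were other thresholds on the fold change and the adjusted p, a minimum mean level, Benjamini-Yekutieli adjustment, a test of the fold change against a threshold, pseudocounts of 0.5 and 5, each library left out in turn, the replicate number as a block, and 1 fit of all 12 libraries. Added after the values were seen were CPM rescaled by DESeq2 size factors or TMM, tests of the recovered reads with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (local fit), limma without the variance trend, and genes from all tables. For the difference of the CCl_4_ response, the gene lists, the overlap of the treatment responses and the correlation of effects, leaving out libraries, other pseudocounts and the replicate block were added after the values were seen too.
The tests were checked on simulated reads drawn for the genes and libraries of each comparison, with 200 genes changed, as many up as down. None of the changed genes was taken from the genes with the lowest mean CPM, so the recovery of low genes is not known. Of 100 genes changed 2-fold, limma recovered 75 for the genotypes on oil, 81 for the genotypes on CCl_4_, 78 for the treatment in wild type mice and 77 for the treatment in *Lcn2* null mice. Of 100 changed 3-fold, it recovered 99, 97, 99 and 100 in the same order. Of its calls, 3.87%, 7.29%, 9.69% and 7.33% were false, against 5.32%, 7.65%, 9.85% and 7.14% with edgeR and 10.7%, 18.5%, 10.3% and 9.18% with DESeq2. The simulated groups had no shift over all genes, unlike the CPM between CCl_4_ and oil. For the treatment, the share of false calls with limma on the real CPM is therefore not known. The lowest total of a gene over the 6 libraries was 16, 22, 8 and 8 reads in the 4 tables, so genes with few reads had already been left out of them. Genes without a symbol (145, 149, 198 and 197) were kept under their Ensembl number. No raw reads were used, so mapping, strand and the share of reads per gene copy could not be examined.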

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

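The tests of explanations in this part, those on recovered reads or rescaled CPM, and the difference of the CCl_4_ response without single libraries or with other pseudocounts or a replicate block were chosen only after the result was seen; the test of the difference between genotypes, the gene lists and the counts over exchanged labels were set before the data were examined.
The response to CCl_4_ differed between the genotypes for 294 genes, called with limma in a fit of all 12 libraries, 164 with a higher and 130 with a lower value in *Lcn2* null mice, and after rescaling by size factors the split was 139 and 207. Over 100 drawn exchanges of the genotype labels within oil and within CCl_4_, 3 gave at least as many calls, the real one included. This share excludes nothing, because the 91 exchanges that mixed the genotypes on oil also broke the genotype difference there and called at most 7 genes. Of the 8 that kept the oil groups whole, 2 called more than the real one, the highest 573 against 294, and 8 are too few for a share under 0.05. The count was 136 without CCl_4_-injected wild type replicate 2, 196 without CCl_4_-injected wild type replicate 3, 156 without oil-injected wild type replicate 2, 173, 151 and 458 without CCl_4_-injected null replicate 1, 2 and 3, and 167 and 154 without oil-injected null replicate 1 and 2.
Among the genes with the largest positive difference were genes of the acute phase, of neutrophils and of macrophages. The log2 difference, null minus wild type, was 6.15 for *Saa1*, 5.09 for *Saa3*, 3.94 for *Prtn3*, 3.67 for *Orm2*, 3.06 for *Marco* and 2.6 for *S100a9*. On CCl_4_, *Prtn3*, *Orm2*, *Marco* and *S100a9* were at 12.1, 394, 94.2 and 45.4 CPM in null mice. In wild type mice on CCl_4_ they were at 13.4, 370, 110 and 42.9 CPM. On oil they were at 2.97, 169, 24.8 and 13.4 CPM in null and 62.3, 2493, 244 and 80.6 CPM in wild type mice. The difference of these genes therefore came mostly from the oil groups. *Saa3* had log2 fold changes on CCl_4_ against oil of -1.58 in wild type mice and 3.52 in *Lcn2* null mice (adjusted p = 3.3e-06 for the difference from limma). The difference was 3.32 for the interferon-induced GTPase gene *Gvin1*, 3.02 for *Ly6d* and 2.69 for *Isyna1*, which makes inositol phosphate. ENSMUSG00000104896 is listed at 0 in every wild type library on CCl_4_, so its fitted difference of 4.28 depends on the pseudocount and is no bound.
Several genes of hepatocyte metabolism were among those with the largest negative difference. The value was -2.17 for *Dlec1* (adjusted p = 2.8e-06 from limma), -2.13 for *Car3*, carbonic anhydrase 3, -2.06 for *Etnppl*, -2.05 for the uridine phosphorylase *Upp2*, -2.17 for the fatty acid hydroxylase *Cyp4a10* and -1.94 for *Cyp3a59*. It was -3.46 for *Meg3*, -3.01 for *Mup19*, -2.72 for *Hamp2*, a relative of hepcidin, and -2.49 for *Gm13775*. *Cyp4a10* was not called without CCl_4_-injected wild type replicate 2 or 3 (-2.08 and -1.92), oil-injected wild type replicate 2 or 3 (-2.08 and -1.76), CCl_4_-injected null replicate 1 or 3 (-1.95 and -2.07) oil-injected null replicate 1 or 2 (-2.02 and -2.23) or with the replicate number as a block. *Gm13775* was not called without CCl_4_-injected wild type replicate 1 or 2 (-2.11 and -2.49), oil-injected wild type replicate 2 or 3 (-2.20 and -2.35), CCl_4_-injected null replicate 1 or 2 (-2.42 and -2.15), oil-injected null replicate 1 or 2 (-2.43 and -2.44) or with edgeR (-2.71). *Mup19* was not called without CCl_4_-injected wild type replicate 2 (-2.66), CCl_4_-injected null replicate 1 or 2 (-2.94 and -2.89), oil-injected null replicate 1 or 2 (-2.88 and -2.87), with a pseudocount of 0.5 (-2.80) or with edgeR (-2.76). *Gvin1* was not called without CCl_4_-injected wild type replicate 2 (3.20), CCl_4_-injected null replicate 2 (3.19) or oil-injected null replicate 2 (2.92).
Genes of amino acid and urea metabolism differed as a group, with a median difference of -0.75 and 13 of 25 genes called, and the list kept an adjusted p = 0.045 with an estimated correlation in camera. Acute-phase genes lay the other way, with 12 of 25 called and a median of 1.10 (adjusted p = 0.092 with an estimated correlation in camera). Many members of both lists are drawn in the paper's figures of these samples, so neither direction is independent evidence.
In oil-injected *Lcn2* null mice, 7 of 10 markers of the mesothelium were lower, a cell type the paper does not discuss, together with the myeloid markers and the collagens. A larger share of hepatocytes in the null libraries would lower every other cell type alike. The endothelial markers had a median of -0.19 over 17 genes, the myeloid and mesothelial markers one of -1.14 over 60 genes. These medians argue against a larger share of hepatocytes as the only cause. Their difference was 0.94 (permutation p = 3e-05 with 100000 resamples). This p compares genes, which are not independent, in lists pooled after they were seen to be lower, and adds no support. Uneven amounts of the liver surface with its mesothelium would spare macrophages of the liver interior. Of 16 Kupffer cell markers, 10 were lower, 4 without null replicate 2 and 6 without wild type replicate 2. The median of the 16, -0.93, stayed between -1.10 and -0.78 without any 1 library. *Clec4f*, which marks mature Kupffer cells, was at -0.54 and not called. Whether macrophages at the liver surface carry these markers too was not tested, so this cannot decide the question for the myeloid genes. For the collagens, which mesothelial and submesothelial cells also make, uneven amounts of surface cannot be told apart from fewer matrix-making cells, because the mesothelial markers moved too (median -1.57). A weaker response to mineral oil in the peritoneum of *Lcn2* null mice may account for all of these genes and was not tested.
Of 20 circadian clock genes, a group the paper does not discuss, 6 were higher in oil-injected *Lcn2* null mice, 3 without null replicate 3, wild type replicate 2 or wild type replicate 3 and 4 without null replicate 1. *Nr1d1*, the repressor at the core of the clock, was at 52.5 ± 3.84 against 11.8 ± 1.11 CPM (log2 fold change 2.06, adjusted p = 3.3e-06 from limma). A different time of day at sacrifice may account for them, since *Arntl*, *Clock*, *Npas2* and *Nfil3*, which peak in the opposite phase, were all below 0 with a median of -0.48, though limma called 0 of these 4. Weaker inflammation, which could relieve the clock output genes, stays open, because in wild type mice the genes *Nr1d1*, *Nr1d2*, *Dbp*, *Tef*, *Per3* and *Cry2* had a median of 0.40 on CCl_4_ against oil, with 4 of 6 above 0 beside a median of 0.27 over all genes, and one of 0.09 with 3 of 6 above 0 after rescaling by size factors.
Of 18 genes with a female bias in the liver, a group the paper does not discuss, 7 were higher in oil-injected *Lcn2* null mice, 12 without wild type replicate 1 and 4 without wild type replicate 2. *Cyp2b9* and *Cyp2b13* had log2 fold changes of 1.38 and 1.65, in mice that were all female. More genes with a male bias were also higher than lower in this comparison, as given under other observations. The rise was therefore not particular to genes with a female bias.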

How the results depend on the processing

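The alternatives that rescale the CPM, test recovered reads, drop the variance trend or take genes from all tables, and the tests built on them, were chosen only after the values were seen, as were libraries left out, pseudocounts and the replicate block for the difference of the CCl_4_ response, the gene lists, the overlap and the correlation of effects; the other alternatives were set before the data were examined.
Of the 621 calls of named genes, 621 kept their direction under every alternative, 327 also kept their call in every one, and 410 kept it in every one with the same thresholds. Alternatives that change only thresholds, the adjustment or the variance could not turn a direction, and many named genes were chosen for large effects or statistics. Over all genes, 322 of 697 calls on oil were kept without null replicate 2. On CCl_4_, 14 of 43 genotype calls were kept without wild type replicate 2. For gene lists, 3297 values kept direction and side of the threshold, 78 passed only under the alternative, 220 passed in the test as reported and not under the alternative, and 3 reversed.
Counts are given as higher and lower, for the genotypes on oil (158 and 539), the genotypes on CCl_4_ (15 and 28), CCl_4_ against oil in wild type (2931 and 504) and in *Lcn2* null mice (4631 and 705). Counts below moved by more than 1.5 times or, beside those, complete the pair, and the cause was not tested except where fewer genes or libraries entered by construction. Benjamini-Yekutieli adjustment gave 44 and 143, 4 and 8, 1518 and 255, and 2954 higher in *Lcn2* null mice. An adjusted p of at most 0.01 gave 78 and 224, 5 and 10, and 1895 and 316 in wild type mice. The fold change test against 0.56 gave 17 and 61, 4 and 3, 538 and 119, and 1348 and 231. A fold threshold of 1 on the log2 scale gave 62 and 327, 15 lower on CCl_4_, 1072 and 229, and 1968 and 275. Without a fold threshold, 252 genes were higher on oil. A pseudocount of 5 gave 1738 higher in wild type and 2889 higher in *Lcn2* null mice on CCl_4_. Rescaling by size factors gave 1168 and 1110 in wild type and 1951 and 1693 in *Lcn2* null mice, and rescaling by TMM 1199 and 1080, and 1962 and 1672. With edgeR and TMM it was 18 lower between the genotypes on CCl_4_, 1150 and 1076, and 1981 and 1707, and with edgeR and size factors 18 lower, 1125 and 1116, and 1964 and 1727. With DESeq2 on the recovered reads it was 264 higher on oil, 69 and 116 on CCl_4_, 1287 and 1245, and 2070 and 1773. Without the variance trend it was 53 and 320 on oil and 7 and 4 on CCl_4_, and with genes from all tables 18 lower on CCl_4_.
Leaving out 1 library gave 84 to 204 higher and 253 to 497 lower genes on oil, with 96, 84 and 319, 253, 291 where null replicate 1 or 2 or wild type replicate 2 was left out, 6 to 51 higher and 10 to 46 lower on CCl_4_, 2032 to 2788 higher and 400 to 476 lower for the treatment in wild type and 3968 to 4584 higher and 605 to 700 lower in *Lcn2* null mice. The number of genes whose CCl_4_ response differs ranged from 136 to 458. It was 263 with a pseudocount of 5, 289 with 0.5, 337 with a mean level of at least 50, 339 with centred comparisons and 334 with edgeR. The overlap of the treatment responses, 77.2% of the higher and 54.9% of the lower genes, ranged over left-out libraries from 71.8% to 80.9% and from 49.7% to 59.9%. It was 79.7% higher at an adjusted p of at most 0.01, 79.3% and 62.3% with a mean level of at least 50, 75.4% and 66.3% with size factors, and 66.8% lower with edgeR. The correlation of genotype and treatment effects, 0.034, ranged from 0.010 to 0.094.
Of the gene lists, 9 higher and 15 lower were called on oil, 9 and 12 on CCl_4_, 13 and 13 for the treatment in wild type and 13 and 8 in *Lcn2* null mice. With an estimated correlation, camera called 0 and 0, 0 and 0, 0 and 0, and 1 and 4. Without the genes drawn in the figures, the periportal list reversed and no longer passed in *Lcn2* null mice on CCl_4_ (adjusted p = 0.63 from camera). Without CCl_4_-injected wild type replicate 3, the Kupffer cell list and the erythroid list, which did not pass with all libraries, reversed and passed between the genotypes on CCl_4_ (adjusted p = 0.030 and 0.0047 from camera), and over all left-out libraries these p ranged from 0.030 to 0.49 and from 0.0047 to 0.93.
With the replicate number as a block, 33 genes were higher and 43 lower between the genotypes on CCl_4_, and 256 genes had a differing CCl_4_ response. The numbers are given for no shared animal, litter or day, and the deviations of same-numbered libraries correlated at 0.12, -0.08 and -0.04 on oil and 0.05, -0.14 and -0.07 on CCl_4_ between the genotypes. Between CCl_4_ and oil they correlated at -0.07, 0.03 and -0.09 in wild type and 0.04, -0.08 and -0.04 in *Lcn2* null mice. A library correlated best with its own number in 2 of the 12 pairs, so the libraries share a number and no more is known.
The 10 ways to part 6 libraries into 3 and 3 are too few for a share under 0.05. The real value and the highest of the others were 697 and 3 genes on oil, 43 and 6 on CCl_4_, 3435 and 0 for the treatment in wild type and 5336 and 0 in *Lcn2* null mice, and as many genes came from 1 split of 10, the real one. For gene lists they were 24 and 19, 21 and 21, 26 and 20, and 21 and 26, and as many lists came from 1, 2, 1 and 3 of 10 splits.
An adjustment of the deposited p over all genes was not run because the deposited values already are that adjustment, and the difference of the CCl_4_ response from the other pair of comparisons was not run because it is the same number by construction. What depth limits are genes of a few reads, such as *Mpo*, whose mean CPM in oil-injected *Lcn2* null mice, 0.120, lies below the CPM of 3 reads.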

Differences from the paper's values

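The counts on recovered reads and on rescaled CPM in this part come from tests chosen only after the values were seen; the other alternatives were set before the data were examined.
The counts were set beside those of Suppl. Fig. 4 at its threshold, at least 1.5-fold and an adjusted p of at most 0.05. The calls of the authors' deposited tables at this threshold, 247 higher and 671 lower on oil, 66 and 104 on CCl_4_, 1252 and 1178 for CCl_4_ against oil in wild type and 2015 and 1695 in *Lcn2* null mice, match the numbers printed there. Higher genes between the genotypes on oil were about 250 in Suppl. Fig. 4 of the paper, read by eye, and 154 here with limma. No fold threshold (252) and leaving out wild type replicate 1 (191) lie within 1.5 times of the paper's value, and the other alternatives set beforehand do not. On CCl_4_, the paper has about 66 higher genes in Suppl. Fig. 4, read by eye, against 15 here, and of the alternatives set beforehand only leaving out wild type replicate 1 (49) comes within 1.5 times. It has about 100 lower genes in Suppl. Fig. 4, read by eye, against 28 here, and no alternative set beforehand comes within 1.5 times. For CCl_4_ against oil in wild type mice, the paper has about 1300 higher genes in Suppl. Fig. 4, read by eye, against 2773 here. A fold threshold of 1 (1072), an adjusted p of at most 0.01 (1819), Benjamini-Yekutieli adjustment (1466) and a pseudocount of 5 (1569) come within 1.5 times, and the other alternatives set beforehand do not. Lower genes were about 1200 in Suppl. Fig. 4 of the paper, read by eye, and 482 here, and no alternative set beforehand comes within 1.5 times. In *Lcn2* null mice, the paper has about 2000 higher genes in Suppl. Fig. 4, read by eye, against 4474 here. A fold threshold of 1 (1968), a mean level of at least 50 (2959), Benjamini-Yekutieli adjustment (2881), the fold change test (1348) and a pseudocount of 5 (2680) come within 1.5 times, and the other alternatives set beforehand do not. Lower genes were about 1700 in Suppl. Fig. 4 of the paper, read by eye, and 678 here, and no alternative set beforehand comes within 1.5 times.
Of the calls in the authors' deposited tables, limma kept 649 of 918 on oil, 41 of 170 on CCl_4_, 1711 of 2430 in wild type and 2677 of 3710 in *Lcn2* null mice. DESeq2 on the recovered reads, chosen after seeing the values, gave 249 higher and 670 lower, 67 and 107, 1262 and 1184, and 2013 and 1697, and drops 4, 0, 2 and 7 of the authors' calls. Rescaling by size factors before limma, chosen after seeing the values, gave 182 and 493, 14 and 26, 1145 and 1056, and 1918 and 1617, and drops 272, 130, 331 and 300 of them. Rescaling by TMM, also chosen after seeing the values, gave 182 and 491, 13 and 25, 1177 and 1019, and 1932 and 1595, and drops 274, 132, 334 and 312. With edgeR and TMM, chosen after seeing the values, it was 185 and 475, 13 and 18, 1127 and 1027, and 1930 and 1642, with 277, 139, 344 and 225 dropped, and with edgeR and size factors 185 and 476, 13 and 18, 1102 and 1062, and 1920 and 1656, with 276, 139, 326 and 218 dropped.
Fig. 6 of the paper draws 14 higher and 14 lower genes between the genotypes on CCl_4_ as regulated. Here 14 and 14 of them had the drawn direction, and limma called 2 of the higher (*Ccnd1* and *Fdps*) and 4 of the lower ones (*Tat*, *Upp2*, *Sds* and *Aldh1b1*). After rescaling by size factors 1 and 4 were called, with edgeR 1 and 3 and with DESeq2 on the recovered reads 14 and 14, all chosen after seeing the values. The drawn genes were taken from calls in these same libraries, so the shared direction and the DESeq2 calls are not independent evidence. The paper reads an enrichment of DNA replication and of matrix genes among the regulated genes on CCl_4_, while limma called 0 of 49 replication genes and 0 of 21 collagens over all genes. Of these, 25 and 3 differed at an unadjusted p under 0.05, and edgeR called 0 and 0 and DESeq2 10 and 2. The lists as groups were called by camera with the preset correlation and not with an estimated one. The paper's matrix set also holds genes that are not collagens, such as *Scara3* and *Cthrc1*, so the collagen list is not the same set. The paper also measured proteins, with more cyclin D1, phosphorylated Rb, PCNA and Ki67 and less collagen type I in *Lcn2* null mice on CCl_4_.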

Other observations

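The tests of explanations in this part, those on recovered reads or rescaled CPM, and limma without the variance trend were chosen only after the result was seen; the gene lists, the test near *Lcn2* and the correlation of effects were set before the data were examined.
On oil, some enzymes of hepatocytes were higher in *Lcn2* null mice, while many immune genes were lower. Of 24 cytochrome P450 genes of drug metabolism, 9 were higher and 1 lower (11 higher when adjusted over the list alone; adjusted p = 7.8e-15 from camera, adjusted p = 0.13 with an estimated correlation). Of 18 pericentral markers, 6 were higher, 3 without null replicate 1 or wild type replicate 2 (adjusted p = 2.1e-10 from camera, adjusted p = 0.13 with an estimated correlation). Of 20 genes with a male bias in the liver, 8 were higher and 2 lower, and 5 were higher without null replicate 2 (adjusted p = 9.1e-09 from camera, adjusted p = 0.25 with an estimated correlation). *Mt2*, a metallothionein, fell by 2.55 and *Asns*, asparagine synthetase, by 1.79 on the log2 scale. *Asns* was near the limit of detection in *Lcn2* null mice, at 0.178 ± 0.156 CPM, against 3.23 ± 1.44 CPM in wild type mice. *Ighm*, the heavy chain of immunoglobulin M, was the 1 gene called among markers of T, B and NK cells (log2 fold change -1.34).
Between CCl_4_ and oil, some antioxidant genes rose in both genotypes. Of 16 targets of NRF2, 11 were higher with limma in wild type mice, where edgeR called 5 higher and 1 lower, and 10 in *Lcn2* null mice, where edgeR called 7 higher and 2 lower. In *Lcn2* null mice, 15 of 25 interferon-stimulated genes were higher with limma and 8 with edgeR, and 9 of 24 genes of fatty acid oxidation were lower with limma and 14 with edgeR. Of 19 genes with a female bias, 12 were lower and 2 higher there (median -1.47, adjusted p = 1.1e-17 from camera, adjusted p = 0.035 with an estimated correlation).
Genes that differ between the genotypes in the same direction on oil and on CCl_4_ were 10, where independent lists would share 0.157 higher and 1.08 lower ones. Besides *Lcn2* they include *Gm28438* (6.29 and 6.44), *Gm47283* (-4.24 and -4.08), *Cyp3a44* (2.09 and 2.74), *Cib3* (-3.80 and -1.75), *Cyp2a22* (-3.08 and -2.39), *Gm2564* (-1.19 and -1.42), *Tmem254a* and its neighbours ENSMUSG00000021867 (-1.28 and -1.19) and ENSMUSG00000094800 (-1.66 and -1.35). Without 1 library or with edgeR, the calls were kept on both sides except for *Gm2564* and *Cib3*. The call of *Gm2564* on CCl_4_ was lost without any 1 of the 6 libraries (-1.60, -1.46 and -1.18 without null replicate 1, 2 and 3, -1.22, -1.54 and -1.48 without wild type replicate 1, 2 and 3) and with a pseudocount of 0.5 (-1.51), and on oil without null replicate 2 (-1.08) or wild type replicate 3 (-1.04). That of *Cib3* on CCl_4_ was lost without null replicate 1 or 2 (-1.77 and -1.80) or wild type replicate 2 (-1.76). Without the variance trend, the calls on CCl_4_ were lost for *Gm2564*, *Tmem254a*, ENSMUSG00000021867 and ENSMUSG00000094800, and with genes from all tables for *Gm2564*.
Strain sequence around the *Lcn2* allele would place the genes that differ alike on oil and on CCl_4_ near that gene, and 0 of the placed ones lie within 20 Mb of it. However, *Gm47283* is annotated on chromosome Y, in mice that were all female, and *Gm28438* as an unprocessed pseudogene. Their reads may come from elsewhere. The positions argue against strain sequence only for genes whose reads come from the annotated place, which could not be examined. A split of reads between *Tmem254a*, ENSMUSG00000021867 and ENSMUSG00000094800 would leave their sum unchanged, but the summed CPM was 136 ± 9.10 against 342 ± 13.3 on oil (log2 ratio -1.33), which argues against it. Other differences between the mouse colonies may account for them and were not tested.
*Inmt* (0.89 and -0.86), *Upp2* (0.68 and -1.37), *Dlec1* (1.42 and -0.75) and *Serpina6* (0.97 and -0.91) were higher in *Lcn2* null mice on oil and lower on CCl_4_; *Inmt* is named after its value was seen. On CCl_4_ the call was lost for *Inmt* without null replicate 1 (-0.96), wild type replicate 2 or 3 (-0.85 and -0.80) or with edgeR (-0.90), and for *Upp2* without wild type replicate 2 (-1.23). It was lost without null replicate 1 or 2 or wild type replicate 2 or 3 for *Dlec1* (-0.74, -0.69, -0.71 and -0.68) and for *Serpina6* (-0.90, -0.93, -0.90 and -0.74). On oil the call of *Upp2* was lost without null replicate 1 (0.62) or wild type replicate 3 (0.55). Without the variance trend, *Upp2* was not called on oil or CCl_4_, and *Dlec1* and *Serpina6* were not called on CCl_4_.
Within 10 Mb of *Lcn2*, 11 of 231 genes were called on oil against 683 of 13919 elsewhere (Fisher exact p = 1), and 1 of 235, *Sardh*, on CCl_4_ against 41 of 14157 (Fisher exact p = 0.50).
The genotype effect on oil and the CCl_4_ effect in wild type mice share the wild type oil libraries. Over 14173 genes their log2 fold changes had a Pearson correlation of 0.034 and a covariance of 0.0091, where simulated groups without effect against shared controls gave 0.496 and 0.0297 over 100 draws. Of the genes lower in each, 539 and 504, 93 were in both where independent lists would share 19.2, and 121 genes lower in *Lcn2* null mice on oil were higher on CCl_4_. After rescaling by size factors, 498 and 1110 genes were lower, 133 in both where independent lists would share 39.0, and 74 went the opposite way. On CPM without oil-injected null replicate 2, 68 were in both and 46 opposite, and without CCl_4_-injected wild type replicate 2, 72 and 131. The balance therefore depends on the scaling and on single libraries. Of the genes higher in *Lcn2* null mice on oil, 42 were also higher on CCl_4_ and 34 lower. After rescaling by size factors these were 25 and 47. Part of the overlap can come from the shared libraries.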
